# A multi-factor trafficking site on the spliceosome remodeling enzyme BRR2 recruits C9ORF78 to regulate alternative splicing

**DOI:** 10.1038/s41467-022-28754-2

**Published:** 2022-03-03

**Authors:** Alexandra Bergfort, Marco Preußner, Benno Kuropka, İbrahim Avşar Ilik, Tarek Hilal, Gert Weber, Christian Freund, Tuğçe Aktaş, Florian Heyd, Markus C. Wahl

**Keywords:** Cryoelectron microscopy, Alternative splicing

## Abstract

The intrinsically unstructured C9ORF78 protein was detected in spliceosomes but its role in splicing is presently unclear. We find that C9ORF78 tightly interacts with the spliceosome remodeling factor, BRR2, in vitro. Affinity purification/mass spectrometry and RNA UV-crosslinking analyses identify additional C9ORF78 interactors in spliceosomes. Cryogenic electron microscopy structures reveal how C9ORF78 and the spliceosomal B complex protein, FBP21, wrap around the C-terminal helicase cassette of BRR2 in a mutually exclusive manner. Knock-down of C9ORF78 leads to alternative NAGNAG 3′-splice site usage and exon skipping, the latter dependent on BRR2. Inspection of spliceosome structures shows that C9ORF78 could contact several detected spliceosome interactors when bound to BRR2, including the suggested 3′-splice site regulating helicase, PRPF22. Together, our data establish C9ORF78 as a late-stage splicing regulatory protein that takes advantage of a multi-factor trafficking site on BRR2, providing one explanation for suggested roles of BRR2 during splicing catalysis and alternative splicing.

## Abstract (web summary)

Bergfort *et al*. use biochemistry, cryoEM, structure-guided mutagenesis, transcriptomics and proteomics to reveal how the intrinsically unstructured C9ORF78 protein binds BRR2 and PRPF8, regulating cassette exons and alternative 3’-splice sites.

## Introduction

Splicing of precursor messenger RNAs (pre-mRNAs) is a crucial step in eukaryotic gene expression, and more than 95% of all human multi-exon genes give rise to pre-mRNAs that undergo alternative splicing, thereby massively increasing the genome’s coding capacity^1^. The regulation of alternative splicing is highly complex, with many protein and RNA components being involved, and aberrations are often linked to human disease^2^. Splicing is mediated by a complex and dynamic RNA-protein (RNP) molecular machine, the spliceosome. A single round of splicing is characterized by numerous distinct, sequential stages of the spliceosome; each transition between these stages involves profound remodeling of the spliceosome’s molecular composition and conformation^3–5^. At least eight conserved RNA helicases/RNP remodeling enzymes drive and regulate key transitions in this splicing cycle, one of which is BRR2 (SNRNP200)^6^. BRR2 is a specific subunit of the U5 small nuclear (sn) RNP that plays a pivotal role during spliceosome activation, the step during which the most substantial rearrangements occur^7,8^. During this transition, BRR2 unwinds the initially base-paired U4/U6 di-snRNA, facilitating the release of U4 snRNA and of all U4/U6 di-snRNP-associated proteins, and allowing U6 to form a catalytically important stem-loop and to engage in alternative interactions with the 5′-splice site (ss) and U2 snRNA^7–9^. However, BRR2 has been suggested to be also involved in the catalytic and disassembly phases of splicing, but the underlying mechanisms are not understood, as these stages do not present known RNA/RNP substrates on which the remodeling factor might act, and as BRR2’s ATPase/helicase activity does not seem to be required during these stages^10–12^.

BRR2 is structurally and functionally unique among the spliceosomal RNA helicases/RNP remodeling factors. It is the only Ski2-like helicase of the spliceosome and it comprises not a single, but two closely associated and structurally similar helicase units (cassettes)^13^. Only the N-terminal cassette (NC) is an active ATPase and RNA helicase, while the C-terminal cassette (CC) is catalytically inactive, but can regulate the activity of the NC^13,14^. Both cassettes comprise two RecA-like domains, followed by a winged helix (WH) domain and a Sec63 homology module, consisting of helical bundle (HB), helix-loop-helix (HLH), and immunoglobulin-like (IG) domains^13,15,16^.

While all other helicases join the spliceosome only transiently, BRR2 is recruited to the pre-catalytic B complex as part of the U4/U6-U5 tri-snRNP and stays associated during all remaining phases of splicing. Furthermore, it encounters its U4/U6 di-snRNA substrate already prior to spliceosome activation within the U4/U6-U5 tri-snRNP, and, consequently, its enzymatic activity needs to be precisely regulated^17^. Apart from several intra-molecular regulatory mechanisms^18–20^, the BRR2 activity depends on multiple trans-acting factors^21^. Most importantly, BRR2 is regulated by PRPF8, the largest and most conserved spliceosomal protein that forms a scaffold for the catalytic RNA core of the spliceosome^4,5,22^. PRPF8 encompasses C-terminal RNase H-like and Jab1/MPN-like (Jab1) domains, both of which can regulate BRR2^23–26^. The Jab1 domain can inhibit BRR2 helicase activity by inserting its flexible, C-terminal 16 residues into the BRR2 RNA-binding tunnel; upon removal of the C-terminal Jab1 tail from the tunnel, Jab1 acts as a strong BRR2 activator^21,25^.

The largely intrinsically disordered formin-binding protein 21 (FBP21) is one of the non-snRNP accessory proteins, that enters the spliceosomal B complex prior to activation together with eight other B-specific proteins^4,27^. FBP21 and other B-specific proteins are displaced again during the BRR2-dependent conversion of the B complex to the B^act^ complex^4,27^. FBP21 stably interacts with the Sec63 module of the BRR2 CC and inhibits the BRR2-mediated U4/U6 di-snRNA unwinding^28,29^. Two additional, largely intrinsically disordered proteins (IDPs), NTR2 and SNU66, interact with the BRR2 CC in yeast^30–32^. Although the human SNU66 and FBP21 interactions with BRR2 are not entirely visible in recent cryogenic electron microscopy (cryoEM) structures of the human pre-B and B complexes^33–35^, there might be a pattern for the BRR2 CC to act as a landing pad for IDPs that can have a splicing regulatory function.

The 34 kDa C9ORF78 protein is predicted to be largely intrinsically disordered. It has been described as a tumor antigen in hepatocellular carcinoma^36^ and is considered a marker for a favorable clinical development of renal cancer^37^, but its cellular functions are essentially uncharacterized. A C9ORF78 homolog, TLS1, of *Schizosaccharomyces pombe* has been described as a BRR2 interactor that modulates splicing of shelterin components and thereby affects telomeric heterochromatin assembly and telomere length^38^. Human C9ORF78 has been found associated with spliceosome preparations enriched for the spliceosomal C complex^27^, but whether the protein directly interacts with BRR2 and which role it might play in pre-mRNA splicing is presently unknown.

Here, we demonstrate a direct C9ORF78-BRR2 interaction in human and show mutually exclusive binding of C9ORF78 to BRR2 with FBP21. CryoEM-based structural analyses elucidated details underlying this binding competition and allowed targeted disruption of the C9ORF78-BRR2 interaction. System-wide protein and RNA interaction studies revealed additional C9ORF78-interacting components of the spliceosome. SiRNA-mediated knock-down (KD) and complementation in combination with RNA sequencing (RNA-seq) demonstrated a role of C9ORF78 in alternative splicing, in particular with respect to alternative 3′-ss selection and exon skipping, with the latter dependent on the C9ORF78-BRR2 interaction.

## Results

### C9ORF78 interacts with BRR2 in vitro and in HEK293T cells

We found the human C9ORF78 protein as a putative novel interactor of BRR2 in a large-scale yeast two-hybrid screen. To test whether C9ORF78 binds BRR2 directly, we produced recombinant His_6_-GST-C9ORF78 (hereafter GST-C9ORF78) in *Escherichia coli* cells. Tag cleavage led to degradation of the protein and was omitted for functional analyses in vitro. GST-C9ORF78 stably interacted with full-length BRR2 (BRR2^FL^) in analytical size exclusion chromatography (SEC; Fig. 1a). Testing of BRR2 truncation variants revealed that its helicase region (BRR2^HR^, residues 395–2129), encompassing both helicase cassettes but lacking a ~400-residue, auto-regulatory N-terminal region^18^, is sufficient for GST-C9ORF78 binding (Supplementary Fig. 1a). However, binding efficiency was reduced for the isolated BRR2 CC (BRR2^CC^, residues 1282–2136), and the BRR2 NC (BRR2^NC^, residues 395–1324) did not co-migrate with GST-C9ORF78 (Supplementary Fig. 1a), suggesting that the interaction takes place predominantly via the CC and is supported by the NC. We also observed co-immunoprecipitation (co-IP) of BRR2 via Flag-C9ORF78 in HEK293T cells (Fig. 1b).

**Fig. 1:**
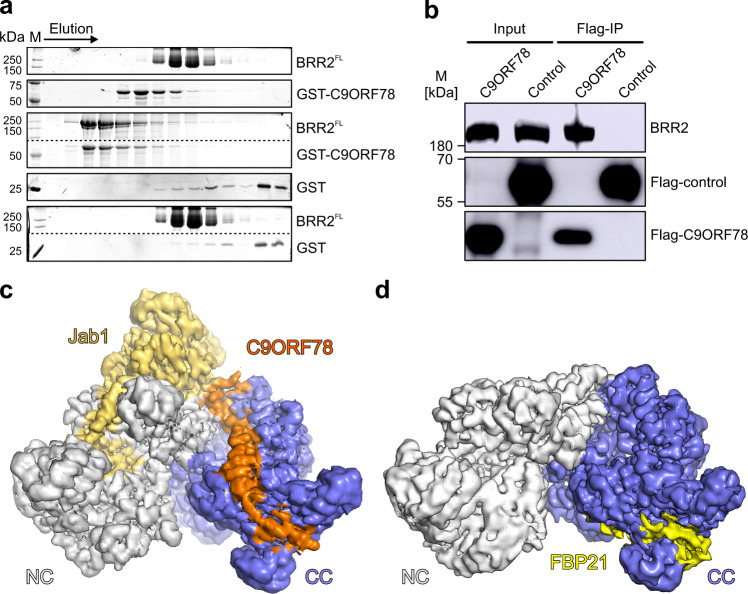
C9ORF78 stably interacts with BRR2. **a** SDS–PAGE gels showing elution fractions from analytical SEC, monitoring interaction of GST-C9ORF78 with BRR2^FL^. Elution direction is indicated by an arrow. The same elution fractions from runs under identical conditions are shown. Protein bands are identified on the right. M, molecular mass marker. In the third and fifth panel, upper and lower regions of the same gels were spliced together. Dotted lines, splice positions. Independent experiments were conducted at least twice with similar results. **b** C9ORF78 interacts with BRR2 in HEK293T cells. Flag-IP with HEK293T nuclear extract followed by Western blot and antibody staining against BRR2 (top) or Flag-tag (middle and bottom). Flag-CLK1 protein was taken as negative control (Flag-control). Protein bands are identified on the right. M, molecular mass marker. Independent experiments were conducted twice with similar results. Source data for **a** and **b** are provided as a Source Data file. **c** CryoEM map of a BRR2^HR^-PRPF8^Jab1^-C9ORF78 complex at 2.76 Å resolution, contoured at 6 root-mean-square-deviation (RMSD). Color coding in this and the following figures: BRR2 NC, gray; BRR2 CC), slate blue; PRPF8^Jab1^, gold; C9ORF78, orange. **d** CryoEM map of a BRR2^HR^-FBP21^200-376^ complex at 3.3 Å resolution, contoured at 6 RMSD. Color coding in this and the following figures: FBP21^200-376^, yellow.

In recent years, cryoEM structures of the human spliceosome revealed persistent BRR2 binding by the PRPF8 Jab1 domain (PRPF8^Jab1^; residues 2064–2335) throughout the splicing cycle^9,33–35,39–41^. We therefore tested if BRR2^HR^ binding by PRPF8^Jab1^ and GST-C9ORF78 can occur simultaneously. Both proteins together co-migrated with BRR2^HR^ in analytical SEC, while no BRR2-independent interaction of PRPF8^Jab1^ and GST-C9ORF78 was detected (Supplementary Fig. 1b).

### CryoEM structure of a BRR2-PRPF8^Jab1^-C9ORF78 complex

Co-purification of BRR2 and C9ORF78 allowed for His_6_/GST-tag cleavage without degradation of the C9ORF78 protein. We determined a cryoEM structure of a BRR2^HR^-PRPF8^Jab1^-C9ORF78 complex at a nominal resolution of 2.76 Å (Fig. 1c, Supplementary Figs. 2a–e, 3a and 4a, b; Supplementary Table 1). The globular part of PRPF8^Jab1^ resides at its known binding site on the BRR2 NC, with the PRPF8^Jab1^ C-terminal tail penetrating the BRR2^HR^ RNA-binding tunnel (Fig. 1c). C9ORF78 residues 5-58 run along one entire flank of the BRR2 CC in an extended conformation. BRR2 binding by the N-terminal part of C9ORF78 is supported by limited proteolysis and peptide spot array analyses (Supplementary Fig. 1c, d). Upon interaction, C9ORF78 residues 14–18, 20–41, and 49–54 adopt α-helical structures (α1–α3; Fig. 2a). It has been shown that salt bridges formed between oppositely charged residues spaced at positions i and i + 3/i + 4 (ER/K motifs) can stabilize isolated α-helices^42,43^, are frequently found in long, single α-helices in spliceosomal proteins and can reduce loss of conformational entropy upon interactions^44^. The long central helix α2 of C9ORF78 exhibits five such motifs, suggesting that it constitutes an important docking device on BRR2.

**Fig. 2:**
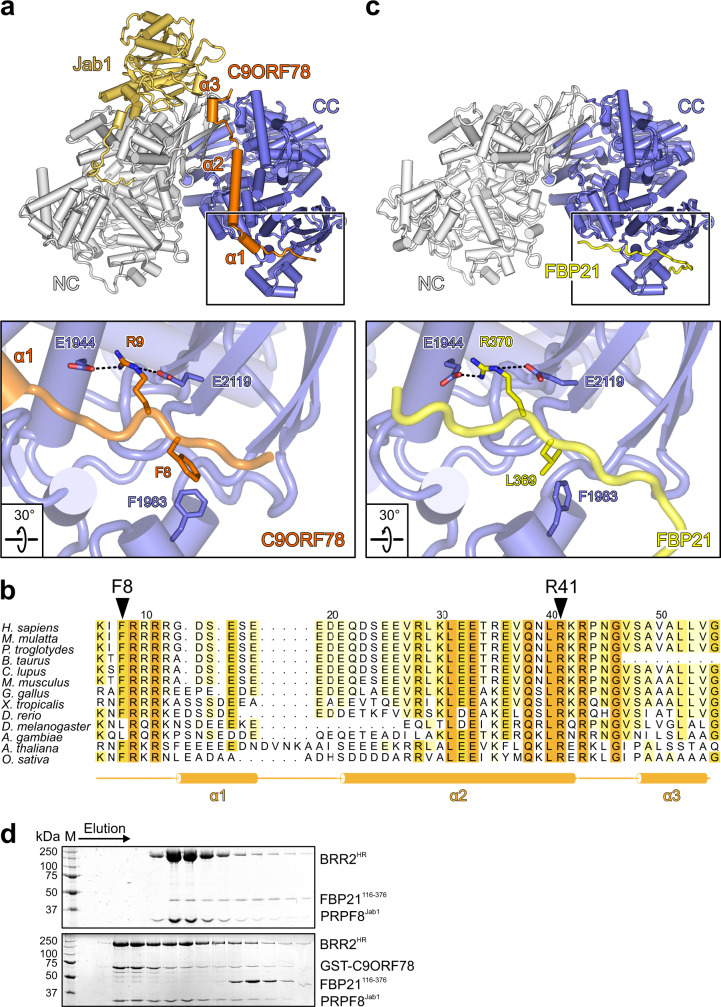
BRR2 binding by FBP21 and C9ORF78 is mutually exclusive. **a** Cartoon model of the BRR2^HR^-PRPF8^Jab1^-C9ORF78 complex (top) and close-up of the C9ORF78 binding site at the C-terminal Sec63 module of BRR2^HR^ (bottom; boxed in the top image). Selected interacting residues are shown as sticks and labeled. In this and the following structure images: dashed lines, hydrogen bonds or salt bridges. **b** Multiple sequence alignment of C9ORF78 residues 5-58 (BRR2^HR^-binding region) from different species, as indicated on the left. Residues are colored light to dark according to increasing level of conservation (54% conservation, light yellow; 100% conservation, orange). Residue numbering according to human C9ORF78 is indicated above the sequences. Secondary structure elements observed in the BRR2^HR^-PRPF8^Jab1^-C9ORF78 cryoEM structure are indicated below the sequence. Residues R9 (reduced BRR2 binding upon alanine exchange) and R41 (abrogation of BRR2 binding upon alanine exchange) are highlighted by triangles. The alignment was prepared with Homologene (NCBI) employing Clustal Omega^75^ and shaded with ALSCRIPT^76^. **c** Cartoon model of the BRR2^HR^-FBP21^200-376^ complex (top) and close-up of the FBP21^200-376^ binding site at the C-terminal Sec63 module of BRR2^HR^ (bottom; boxed in the top image). Selected interacting residues are shown as sticks and labeled. **d** SDS-PAGE gels showing elution fractions from analytical SEC, monitoring competitive binding of FBP21^116-376^ and C9ORF78 to a BRR2^HR^-PRPF8^Jab1^ complex. BRR2^HR^, PRPF8^Jab1^ and FBP21^116-376^ were pre-incubated and complex formation was analyzed without (top) or with (bottom) subsequent addition of GST-C9ORF78. Independent experiments were conducted twice with similar results. Source data are provided as a Source Data file.

C9ORF78 residues 5–19 bind to a groove between the HLH and IG domains of the C-terminal Sec63 module. The long central helix α2 runs along the C-terminal HB domain, with its tip contacting the WH domain of the CC. Residues 42–58, including α3, interconnect the CC and NC. Residues 42–48 line a groove between the C-terminal WH and N-terminal IG domains. α3 additionally reinforces the interaction between the globular part of the PRPF8 Jab1 domain and the BRR2 N-terminal IG domain. The four N-terminal and 231 C-terminal residues of C9ORF78 could not be located in the cryoEM map, suggesting that they remain unbound and flexible. The limited contacts of C9ORF78 to the NC and to the PRPF8 Jab1 domain are consistent with these interactions not being stable in isolation, but the NC reinforcing C9ORF78 interaction with the CC (Supplementary Fig. 1a, b).

At the N-terminus of C9ORF78, F8 stacks on F1983 of BRR2 and the following R9 engages in ionic interactions with two glutamic acid residues on BRR2 (E1944 and E2119; Fig. 2a). R41 at the tip of C9ORF78 α2 engages in a particularly large number of polar contacts with BRR2 residues Q1798, S1799, and E1830 (Fig. 3a). In the following linker region, R43 and N45 maintain polar contacts to Q1791 and E1201 of BRR2, respectively. Mixed hydrophobic and hydrophilic contacts ensue in the interaction between the C-terminal 49–58 residues of C9ORF78 and BRR2. F8, R9, R41, R43 and N45 as well as neighboring regions of C9ORF78 are highly conserved (Fig. 2b).

**Fig. 3:**
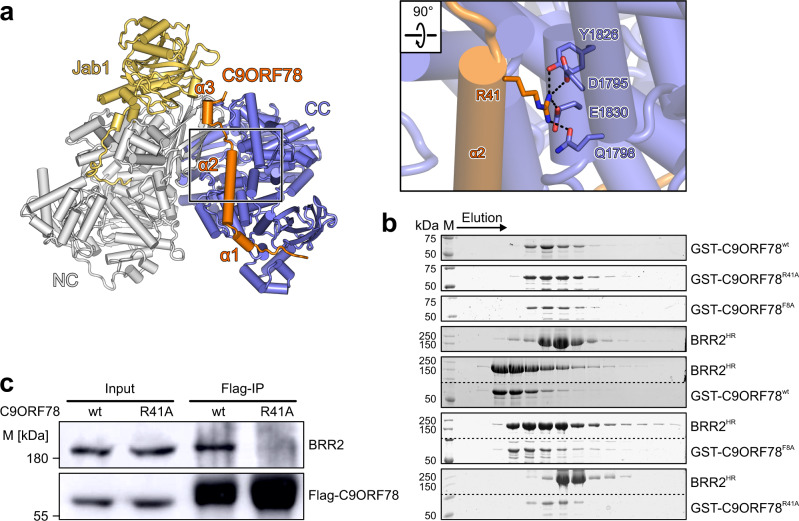
Mutational disruption of the C9ORF78-BRR2^HR^ interaction. **a** Close-up view of C9ORF78 residue R41 interacting with BRR2 residues Y1826, D1795, E1830 and Q1798. **b** SDS-PAGE gels showing elution fractions from analytical SEC, monitoring interactions of GST-C9ORF78^wt^, GST-C9ORF78^F8A^ and GST-C9ORF78^R41A^ with BRR2^HR^. The same elution fractions from runs under identical conditions are shown. Protein bands are identified on the right. M, molecular mass marker. In the third and fifth panel, upper and lower regions of the same gels were spliced together. Dotted lines, splice positions. Independent experiments were conducted twice with similar results. **c** Flag-IP followed by Western blot with C9ORF78^wt^ or C9ORF78^R41A^. Immunostaining against BRR2 and Flag-tag. M, molecular mass marker. Independent experiments were conducted twice with similar results. Source data for **b** and **c** are provided as a Source Data file.

Analysis of the structure with the PISA server^45^ revealed a small interaction interface of C9ORF78 with PRPF8^Jab1^ (59 Å^2^ of interface area), consistent with this interaction not being stable in isolation. In contrast, C9ORF78 exhibits 2,195 Å^2^ of interface area with BRR2^HR^, comparable to the interface area seen for the BRR2^HR^-PRPF8^Jab1^ interaction (2,698 Å^2^). Nevertheless, the calculated solvation free energy gain (Δ^i^G) upon interface formation (reflecting hydrophobic interactions) is more favorable for the BRR2^HR^-PRPF8^Jab1^ compared to the BRR2^HR^-C9ORF78 interaction (estimated −16.9 vs. −3.9 kcal/mol). The BRR2^HR^-C9ORF78 interaction relies relatively more on electrostatic interactions; 38 interface residues of C9ORF78 engage in 40 hydrogen bonds and salt bridges to BRR2, contributing an estimated −17.8 kcal/mol to Δ^i^G, while 58 interface residues of PRPF8^Jab1^ engage in 39 electrostatic contacts to BRR2 (estimated −17.9 kcal/mol). Therefore, despite similar size interfaces, we expect the BRR2^HR^-C9ORF78 interaction to be significantly weaker and more transient than the BRR2^HR^-PRPF8^Jab1^ interaction, for which a K_d_ of about 8 nM has been estimated in yeast^46^. Taken together, the mode of BRR2 binding observed for C9ORF78 reflects its intrinsically unstructured nature^47^; it relies to a relatively large part on electrostatic interactions; it buries a large interaction surface per residue, likely giving rise to a highly specific interaction; yet it exhibits moderate stability, presumably due to loss of conformational entropy as a consequence of local folding and immobilization upon binding^47^.

### C9ORF78 moderately down-regulates BRR2 helicase activity

The U4/U6 di-snRNA is the only known BRR2 helicase substrate in the spliceosome. Although C9ORF78 has only been detected in spliceosomes after U4/U6 unwinding^27^, we employed U4/U6 di-snRNA to test whether C9ORF78 has the potential to affect the BRR2 helicase activity. We performed radioactive, gel-based U4/U6 unwinding assays in the absence or presence of C9ORF78, PRPF8^Jab1^ (BRR2 inhibitor) and/or PRPF8^Jab1ΔC^ (residues 2064–2319; activator lacking the C-terminal tail). Only a moderate inhibitory effect was observed upon C9ORF78 binding, which was relatively stronger in the presence of PRPF8^Jab1^ or PRPF8^Jab1ΔC^ (Supplementary Fig. 5). These findings suggest that C9ORF78 may aid in keeping BRR2 in an inactive form during stages of splicing when C9ORF78 is present.

### BRR2 binding by C9ORF78 and FBP21 is mutually exclusive

The FBP21 C-terminal region is known to interact with the BRR2 CC^28,29^. Therefore, we asked if FBP21 and C9ORF78 occupy a common BRR2 binding site, by determining a BRR2^HR^-FBP21^200–376^ cryoEM structure at a nominal resolution of 3.3 Å (Fig. 1d, Supplementary Figs. 2f–j, 3b and 4c,d; Supplementary Table 1). The structure revealed that residues 357–375 of FBP21^200–376^ wrap around the C-terminal Sec63 module of BRR2^HR^, as previously suggested by NMR and crosslinking analyses^28,29^, with the binding site overlapping a C9ORF78 interaction surface (Fig. 2a, c, top). In particular, FBP21 exhibits an L369-R370 motif that engages the same glutamic acid and phenylalanine residues of BRR2^HR^ (F1983, E1944, E2119) as seen for the F8-R9 motif in C9ORF78 (Fig. 2a, c, bottom).

To test mutually exclusive binding biochemically, we performed SEC analyses with a preformed BRR2^HR^-PRPF8^Jab1^-FBP21^116–376^ complex to which we added GST-C9ORF78 (Fig. 2d). We used a slightly longer FBP21 fragment in these experiments than in cryoEM studies to allow distinction from PRPF8^Jab1^ in SDS-PAGE. While FBP21^116–376^ formed a stable complex with BRR2^HR^-PRPF8^Jab1^ (Fig. 2d, top), GST-C9ORF78 displaced FBP21^116–376^ from the BRR2^HR^-PRPF8^Jab1^-FBP21^116–376^ complex (Fig. 2d, bottom), indicating mutually exclusive binding and a stronger affinity of GST-C9ORF78 for BRR2^HR^-PRPF8^Jab1^. These findings suggest that C9ORF78 may aid in the displacement of FBP21 upon conversion of the B to the B^act^ complex, when FBP21 and other B-specific proteins are released.

### C9ORF78 plays a role in alternative splicing of specific target pre-mRNAs

To elucidate functions of C9ORF78 during splicing, we conducted an siRNA-mediated C9ORF78 KD in HEK293T cells (KD efficiency of 75–80% after 72 h based on RT-qPCR; Fig. 4a). RNA-seq yielded 35 M reads for the triplicate KD and control samples. rMATS analysis of differential alternative splicing revealed 667 significantly affected alternative splicing events upon C9ORF78 KD, with skipped exons being the most dominant form, followed by mutually exclusive exons and alternative 3′-ss usage (Fig. 4b and Supplementary Data 1). While exon skipping events were up- and down-regulated upon C9ORF78 KD to a similar extent (Fig. 4b, c, left), upstream alternative 3′-ss were predominantly skipped upon C9ORF78 KD, leading to the preferred usage of the downstream alternative 3′-ss (Fig. 4b, c, right).

**Fig. 4:**
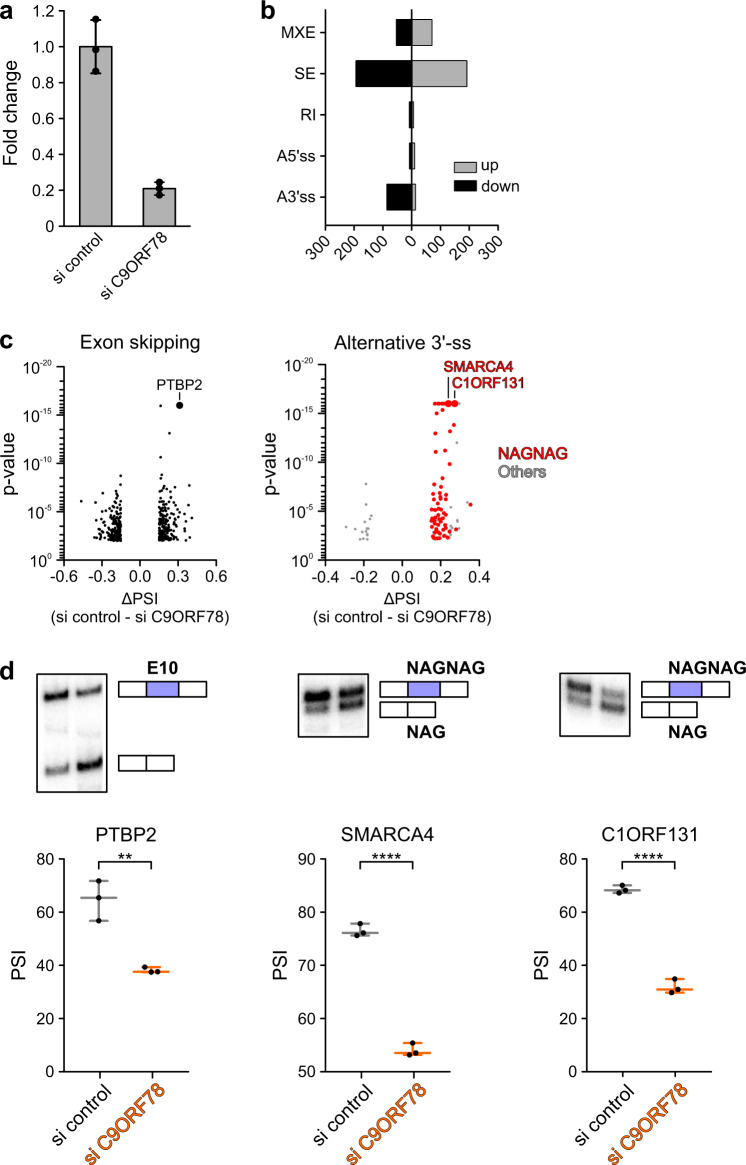
C9ORF78 regulates alternative splicing. **a** Results from RT-qPCR analyses, showing normalized C9ORF78 expression levels relative to GAPDH expression, in cells transfected with control siRNA (si control) or C9ORF78-targeting siRNA (si C9ORF78). Bars represent means ± SD, *n* = 3 biologically independent experiments. **b** Alternative splicing changes upon siRNA-mediated C9ORF78 KD, as determined by rMATS. MXE, mutually exclusive exons; SE, skipped exon; RI, retained intron; A5’/3’ss, alternative 5′/3′-splice sites. More inclusion upon C9ORF78 KD is indicated in light gray (up), skipping in black (down). **c** Volcano plots of significantly changed skipped exons (left; *n* = 390), and alternative 3′-splice sites (right, *n* = 105; red, NAGNAG splice sites, *n* = 59) upon C9ORF78 KD. Targets selected for validation PCR (PTBP2, C9ORF131, SMARCA4) are indicated by large data points and labeled. **d** Validation PCRs confirm C9ORF78 KD-induced changes in alternative splicing. Top, representative gels. Bottom, quantifications (*n* = 3 biologically independent experiments). Horizontal lines, medians; whiskers, minimum/maximum values. PSI, percent spliced-in (gel analysis), ratio of the quantified band representing exon inclusion and the sum of the quantified bands representing exon inclusion and exon skipping. Statistical significance was determined by unpaired, two-sided t-tests; **p = 0.0038; ****p < 0.0001. Source data for **a**–**d** are provided as a Source Data file.

Further analysis showed that C9ORF78 KD-induced exon skipping is associated with short exons, while exons included upon C9ORF78 KD exhibited an increased average length. Additionally, exons whose inclusion changed upon C9ORF78 KD showed weaker 5′-ss but average-strength 3′-ss, independent of the direction of regulation (Supplementary Fig. 6). For alternative 3′-ss, upstream 3′-ss skipping upon C9ORF78 KD was pronounced when the two alternative 3′-ss were separated by a very small number of nucleotides (nts; median distance of 3 nts between alternative 3’-ss affected upon C9ORF78 KD). Such alternative 3′-ss pairs are referred to as NAGNAG splice sites^48^, and most of the C9ORF78-regulated 3′-ss were NAGNAG splice sites (Fig. 4c). In the regulated 3′-ss events, we found the upstream 3′-ss to be generally weaker, indicating a requirement of C9ORF78 to promote usage of weak upstream 3’-ss (Supplementary Fig. 7).

Enhanced skipping of PTBP2 exon 10 and skipping of upstream NAGNAG splice sites in SMARCA4 and C1ORF131 upon C9ORF78 KD were validated via radioactive RT-PCR (Fig. 4d). PTBP2 exon 10 skipping results in a frame shift, generation of a pre-mature termination codon and nonsense-mediated decay^49,50^. As PTBP2 is a splicing factor itself, we compared genes regulated by C9ORF78 with known PTBP2 target genes, as suggested by published crosslinking/IP (CLIP) data^51^. Based on these data, only 26 of the 392 C9ORF78 exon skipping targets are bound by PTBP2. Thus, the majority of exon skipping events affected by C9ORF78 KD cannot be explained by an effect of C9ORF78 on PTBP2 exon 10 skipping. Taken together, our data establish C9ORF78 as an alternative splicing factor that regulates inclusion of certain exons and NAGNAG splice sites.

### C9ORF78 function in alternative splicing at least partially depends on its interaction with BRR2

To test whether the function of C9ORF78 in alternative splicing is mediated through its interaction with BRR2, we identified interacting residues on BRR2^HR^ and C9ORF78 whose alteration might abolish the interaction. Multiple sequence alignment of C9ORF78 homologs revealed highly conserved residues within regions of C9ORF78 that contact BRR2, including the C9ORF78 F8-R9 motif and the region around R41 in the long central helix of C9ORF78 (Fig. 2b; Supplementary Fig. 8). We exchanged C9ORF78 F8 and R41 individually for alanine residues, and tested BRR2 binding of the C9ORF78 variants via analytical SEC. While C9ORF78^F8A^ showed reduced binding to BRR2, co-migration of BRR2 and C9ORF78^R41A^ was completely abolished (Fig. 3b). Co-IP of BRR2 via Flag-C9ORF78^R41A^ in HEK293T cells suggested that the BRR2-C9ORF78^R41A^ interaction is also reduced in cells (Fig. 3c).

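The RNA-seq libraries described here come from HEK293T cells, a human embryonic kidney line that carries the SV40 large T antigen and takes up plasmids readily. There were 4 groups of 3 libraries. The si control and si C9ORF78 cells received an empty plasmid. The rescue wt and rescue R41A cells received C9ORF78 siRNAs and a plasmid with a C9ORF78 gene that escapes these siRNAs, encoding the wt protein or the R41A variant. The sample labels call the last group only a mutant, and the paper names the exchanged residue. The methods call the 3 samples of a group technical replicates, whereas the figure legends call them biologically independent, so the p-values given here measure only the spread between these samples, which may be technical.

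mRNA was enriched and sequenced as paired ends on a DNBSEQ instrument, and the authors aligned the reads to hg38 with STAR. Their deposited files give an estimated count and a TPM (a level corrected for transcript length and library size) for each of 58395 genes. The tool and gene models behind these values are not given in the sources used here. Counts assigned to genes summed to 20107358 to 20537963 per library in si control (median 20459621) and 20572760 to 20997751 in si C9ORF78 (median 20776495). They summed to 19269823 to 19637005 in rescue wt (median 19466727) and 20426156 to 20604145 in rescue R41A (median 20576317).

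Genes with at least 1 TPM in at least 3 of the 12 libraries, 16413 in all, were tested on rounded counts with the quasi-likelihood test of edgeR. All 12 libraries entered 1 fit, scaled by the trimmed mean of M values, and p-values were adjusted over all genes by the method of Benjamini and Hochberg. The fit gives each gene 1 spread for all 4 groups. Yet si C9ORF78 libraries correlate less with each other (lowest 0.975) than those of any other group (lowest 0.994). The low values are those of si C9ORF78 replicate 3, with a mean of 0.977 within its group against 0.987 and 0.985 for replicates 1 and 2. Comparisons with si C9ORF78 may thus be called too readily, and rescue R41A against rescue wt too seldom. A gene is called higher or lower at an adjusted p below 0.05. Of all 16413 genes, 2066 were called higher and 1686 lower on KD. Against si C9ORF78 these counts were 2060 and 2146 in rescue wt and 714 and 808 in rescue R41A. With only the 2 groups compared in the fit, and so fewer libraries to estimate the spread, they were 422 and 302, 4 and 3, and 2 and 0. Counts given below for gene lists are to be read beside these. si C9ORF78 replicate 3 stands apart: 17.4% of its counts fall on mitochondrial genes against 8.80% to 11.45% in the other 11 libraries.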

We then transfected HEK293T cells with siRNA-resistant genes encoding either C9ORF78^wt^ or C9ORF78^R41A^, and after 2 h knocked down endogenous C9ORF78 via siRNAs for 72 h. 

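C9orf78 mRNA fell to 19.8% of its si control level in si C9ORF78 cells (95% confidence interval 16.4% to 24.0%; log2 fold change −2.34, SE 0.128, adjusted p = 9.7e-07 from edgeR). The gene (ENSG00000136819) lies on the minus strand of chromosome 9, from 129827290 to 129835863 of GRCh38. Its level was 42.8 ± 4.56 TPM in si control and 8.03 ± 1.02 TPM in si C9ORF78 (mean ± SD, n = 3 each). These rest on 890 to 1096 and 181 to 208 estimated counts per library. With the rescue plasmids C9orf78 rose to 29488 ± 1576 TPM for the wt gene and 25248 ± 1642 TPM for the R41A gene (mean ± SD, n = 3 each). That is 674-fold and 524-fold the si control level (log2 fold changes 9.40, SE 0.164, and 9.03, SE 0.162; adjusted p = 2.1e-13 and 3.0e-13 from edgeR). C9orf78 took 3.06% and 2.54% of all counts in the 2 rescues, against 0.0049% in si control and 0.00094% in si C9ORF78.

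C9orf78 in rescue R41A stood at 77.8% of rescue wt (95% confidence interval 65.6% to 92.2%; log2 fold change −0.36, SE 0.114). This difference did not pass the edgeR threshold over all genes (adjusted p = 0.39). It did without si C9ORF78 replicate 3 (adjusted p = 0.016 from edgeR) and with only the 2 rescues in the fit (adjusted p = 0.023 from edgeR). Endogenous and plasmid mRNA share 1 value per gene in these files, so depletion of the endogenous mRNA cannot be read in the rescues. No library of 1 group overlapped the other group, which for 3 against 3 gives an exact permutation p of 0.1, the smallest such a comparison allows.

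Of 22 spliceosomal proteins the paper names, 4 were higher on KD and 0 lower (4 and 0 when adjusted over the list alone; adjusted p = 0.70 from camera). They were SART1, a tri-snRNP protein (log2 fold change 0.75, SE 0.108), CACTIN of the late spliceosome (0.45, SE 0.113), PRPF8, the scaffold that holds BRR2 (0.54, SE 0.163), and WBP4, the gene of FBP21 (0.42, SE 0.130). Their adjusted p-values from edgeR were 7.6e-04, 0.013, 0.030 and 0.034. SNRNP200, the gene of BRR2, stayed at 0.09 (SE 0.110, adjusted p = 0.57 from edgeR). Rescue wt had 7 of the 22 higher and 7 lower than si C9ORF78 (8 and 8 over the list alone; adjusted p = 0.59 from camera). SNRNP200 gave −0.27 there (adjusted p = 0.078 from edgeR). The U5 GTPase gene EFTUD2 (−0.64, SE 0.0842), the helicase gene DHX16 (−0.46, SE 0.0783), SART1 (−0.60, SE 0.107) and PRPF6 (−0.46, SE 0.0903) had the smallest p-values. Rescue R41A had 1 higher and 7 lower (1 and 7 over the list alone; adjusted p = 0.11 from camera). The 4 with the smallest p there were SART1 (−0.67, SE 0.107), EFTUD2 (−0.45, SE 0.0839), DHX16 (−0.41, SE 0.0781) and XAB2 (−0.59, SE 0.119).

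Among 42 core snRNP proteins, 3 were higher and 5 lower on KD (3 and 5 over the list alone; adjusted p = 0.67 from camera). PRPF31 of U4/U6 (log2 fold change 0.55, SE 0.0813) and SF3B2 of U2 (0.77, SE 0.123) rose, and PRPF4 (−0.44, SE 0.0743) and SF3B1 (−0.49, SE 0.102) fell. Rescue wt had 18 higher and 6 lower than si C9ORF78 (21 and 8 over the list alone; adjusted p = 0.0077 from camera, 0.54 with an estimated correlation). SF3B1 (0.56, SE 0.102) and LSM8 of U6 (0.75, SE 0.138) were among those higher. Rescue R41A had 1 higher and 1 lower (2 and 10 over the list alone; adjusted p = 0.72 from camera). GAPDH, the glycolytic gene that served as RT-qPCR reference, was at 989 ± 46.5 TPM in si control and 1289 ± 468 TPM in si C9ORF78 (mean ± SD, n = 3 each; log2 fold change 0.50, SE 0.227, adjusted p = 0.12 from edgeR). This difference comes from si C9ORF78 replicate 3, with 1829.4 TPM against 1033 and 1004.6 TPM of GAPDH in the other 2.

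**Figure D1:**
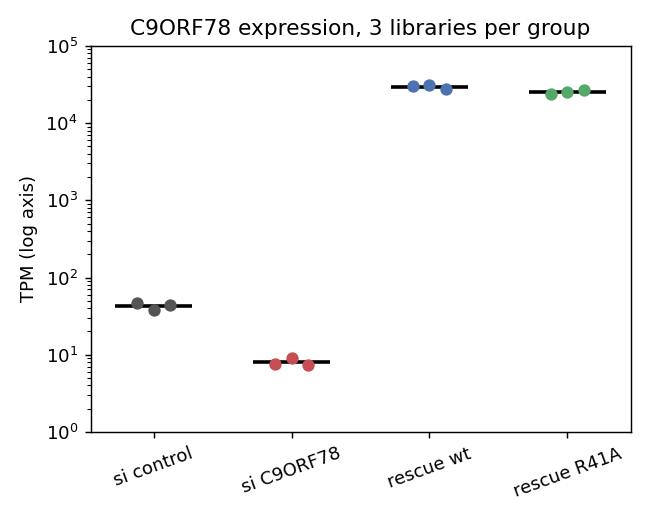
C9orf78 mRNA in TPM (log axis) in each library of si control, si C9ORF78, rescue wt and rescue R41A cells. Points are libraries and lines are group means (n = 3 each).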

RNA-seq analysis confirmed KD of endogenous C9ORF78 and over-expression of the siRNA-resistant variants to a similar extent (Supplementary Fig. 9). rMATS analysis confirmed the global changes in alternative splicing upon C9ORF78 KD as seen in the first C9ORF78 KD experiment. Significantly changed alternative 3′-ss strongly overlapped between the two KD experiments, with almost all of the overlapping targets being NAGNAG sites (28 of 33; Fig. 5a). 

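SMARCA4, which encodes the BRG1 ATPase of SWI/SNF chromatin remodelers, rose on KD to 166% of its si control level (95% confidence interval 134% to 206%; log2 fold change 0.74, SE 0.143, adjusted p = 0.0041 from edgeR). It fell from there in rescue wt (−0.56, SE 0.143) and rescue R41A (−0.58, SE 0.143; adjusted p = 0.018 and 0.034 from edgeR). Levels of SMARCA4 were 42.4 ± 5.14, 63.7 ± 5.23, 40.5 ± 2.97 and 44.4 ± 8.65 TPM in si control, si C9ORF78, rescue wt and rescue R41A (mean ± SD, n = 3 each). The 2 rescues were alike (log2 difference −0.02, 95% confidence interval −0.32 to 0.29). Both falls missed the threshold with only the 2 groups in the fit (adjusted p = 0.097 and 0.24 from edgeR), and shrank to −0.15 and −0.25 once a trend with transcript length and GC content was removed. The rescue wt call was also lost without rescue wt replicate 1, 2 or 3 (adjusted p = 0.061, 0.0502 and 0.064 from edgeR), and the rescue R41A call without any 1 library of si control, rescue wt or rescue R41A (adjusted p from 0.0504 to 0.17 from edgeR).

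C1orf131, a small gene on chromosome 1, was lower on KD at 78.4% of its si control level (95% confidence interval 66.4% to 92.6%; log2 fold change −0.35, SE 0.111, adjusted p = 0.037 from edgeR). Its levels were 86.3 ± 5.36, 64.7 ± 18.1, 68.3 ± 3.56 and 68.5 ± 5.91 TPM in the same order (mean ± SD, n = 3 each), with 44.7 TPM in si C9ORF78 replicate 3. Neither rescue moved C1orf131 past the threshold (log2 fold changes 0.27 and 0.08, SE 0.112 each, adjusted p = 0.080 and 0.65 from edgeR), though rescue wt did without si C9ORF78 replicate 2 (0.36, SE 0.112, adjusted p = 0.022 from edgeR). By edgeR, C1orf131 stood at 94.8% of si control in rescue wt and 82.7% in rescue R41A (adjusted p = 0.69 and 0.12 from edgeR). The TPM of rescue wt lie lower in general: on log2(TPM + 0.5) the median of all genes was −0.17 against si control. The KD call was lost without si control replicate 1, 2 or 3 (adjusted p = 0.13, 0.059 and 0.086 from edgeR), si C9ORF78 replicate 1 (0.067) or rescue wt replicate 1 (0.054), and with only the 2 groups in the fit (0.12). It was also lost by limma on log2(TPM + 0.5) (adjusted p = 0.13), with quantile normalization (adjusted p = 0.065 from limma) and with total-count scaling (adjusted p = 0.059 from edgeR). Once the trend with transcript length and GC content was removed, C1orf131 gave −0.18 on KD (adjusted p = 0.12 from limma) and turned to −0.03 and −0.10 in rescue wt and rescue R41A.

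In SMARCA4 (plus strand of chromosome 19, 10960932 to 11079426) the 2 sites open exon 31 of 35, which spans 11058255 to 11058363 in its 109-nt form and starts at 11058258 in the shorter one. The sequence running from the intron into the exon is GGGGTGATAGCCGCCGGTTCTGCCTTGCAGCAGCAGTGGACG. In C1orf131 (minus strand of chromosome 1, 231223763 to 231241187) they open exon 3 of 7, which spans 231229150 to 231229209 in its 60-nt form and ends at 231229206 in the shorter one. The sequence there is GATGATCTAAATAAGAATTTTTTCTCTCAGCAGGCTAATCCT. In each gene the 2 sites lie 3 nt apart.

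The host genes of upstream 3′-ss that the paper found skipped on KD in its first experiment gave 85 genes to test. Of these, 20 were higher and 8 lower on KD (21 and 11 over the list alone; adjusted p = 0.56 from camera). FGFR3, a growth factor receptor gene (log2 fold change 0.87, SE 0.0977), the peptidase gene DPP3 (0.51, SE 0.0888), the helicase gene MOV10 (0.61, SE 0.109) and NR6A1 (0.69, SE 0.127) rose. MIGA1 (−0.74, SE 0.136), ORC3 of the origin recognition complex (−0.47, SE 0.0928), NUSAP1 (−0.40, SE 0.0802) and CHD9 (−0.45, SE 0.102) fell. Rescue wt had 10 of them higher and 23 lower than si C9ORF78 (19 and 31 over the list alone; adjusted p = 0.17 from camera), ORC3 rising (0.49, SE 0.0929) and MMS19 falling (−0.52, SE 0.0733). Rescue R41A had 4 higher and 6 lower (9 and 12 over the list alone; adjusted p = 0.46 from camera), with ORC3 at 0.33 (SE 0.0928) and MMS19 at −0.30 (SE 0.0730). Of the 16 hosts of sites used more on KD, 4 were higher and 2 lower (4 and 2 over the list alone; adjusted p = 0.77 from camera), among them TCF3 (1.04, SE 0.209) and FMR1 (−0.51, SE 0.0816). Rescue wt had 1 higher and 8 lower (1 and 9 over the list alone; adjusted p = 0.047 from camera, 0.42 with an estimated correlation), a call lost without si C9ORF78 replicate 1 or 3, rescue wt replicate 1 or 3 or rescue R41A replicate 1. Rescue R41A had 0 higher and 2 lower (1 and 7 over the list alone; adjusted p = 0.15 from camera).

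Splice site use itself cannot be read from values per gene. In the paper's own source data for Fig. 5b, the median PSI over 77 events was 0.734 in si control, 0.487 in si C9ORF78, 0.66 in rescue wt and 0.669 in rescue R41A. There, 75 of the 77 events lay above si C9ORF78 in each rescue, and 58 with wt and 59 with R41A lay closer to si control than to si C9ORF78. The 77 events were selected in this same experiment for their change on KD, and all 77 lay below si control in si C9ORF78. These counts are thus no independent measure of return.

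**Figure D2:**
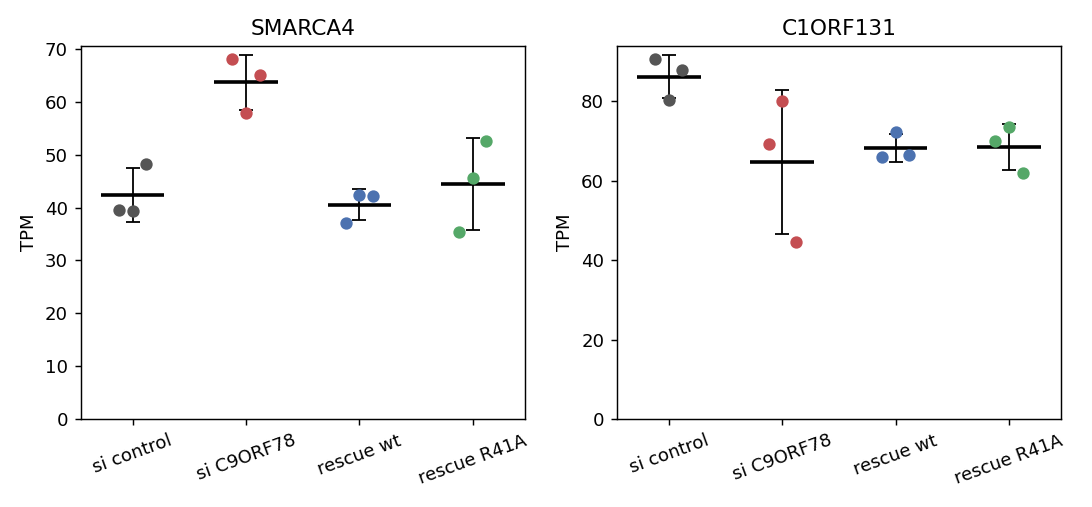
SMARCA4 and C1orf131 mRNA in TPM in each library of si control, si C9ORF78, rescue wt and rescue R41A cells. Points are libraries, lines are means and bars are SD (n = 3 each).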

Strikingly, we find C98ORF78 KD-induced alternative 3′-ss skipping globally reverted upon both C9ORF78^wt^ and C9ORF78^R41A^ over-expression (Fig. 5b, c), strongly arguing for a C9ORF78-specific effect.

**Fig. 5:**
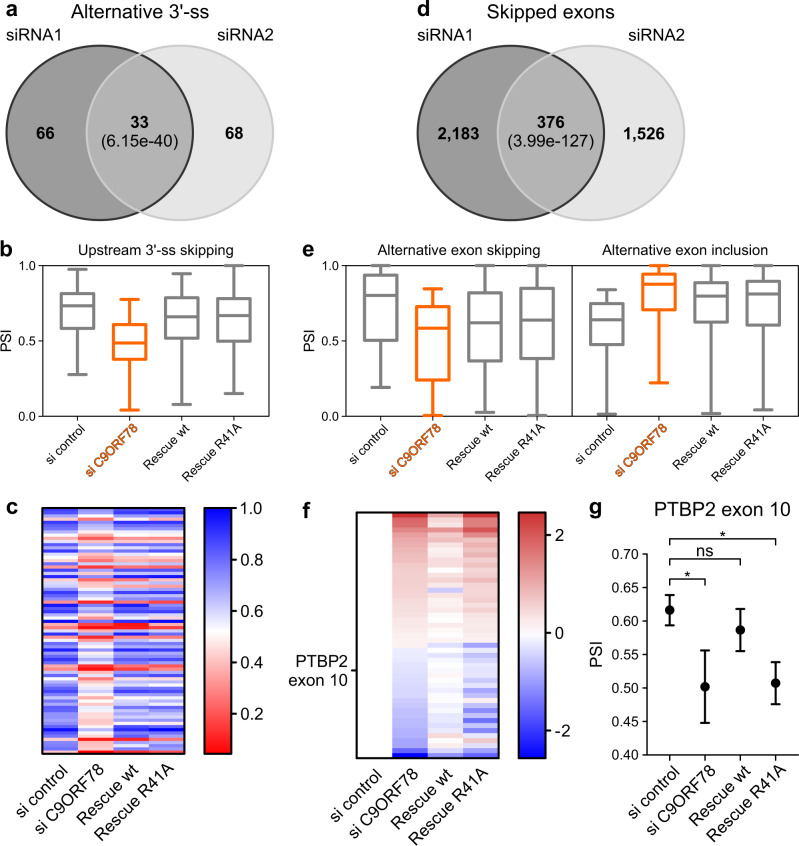
Rescue of C9ORF78 KD-induced splicing changes. **a** Comparison of C9ORF78 KD-induced 3’-ss changes detected in C9ORF78 KD experiments 1 (siRNA1, left) and 2 (siRNA2, right; ΔPSI > 0.15; *p* < 0.01). Numbers in each circle, affected events observed in the separate experiments. Number in the center, events observed in both experiments. Numbers in parentheses, significance of the observed overlaps determined by hypergeometric test. PSI, percent spliced-in (RNA-seq analysis), ratio of quantified junction reads representing exon inclusion to sum of quantified junction reads representing exon inclusion and exon skipping. **b** Box-whiskers plots for C9ORF78-induced 3′-ss skipping events and rescue by siRNA-resistant C9ORF78 variants (based on second KD experiment including rescue; ΔPSI > 0.15; *p* < 0.01; *n* = 77 regulated alternative 3′-ss). Horizontal lines, medians; whiskers, minimum and maximum values; boxes, upper and lower quartile. **c** Rescue of alternative 3′-ss events by siRNA-resistant C9ORF78 variants (based on the second KD experiment that included rescue). Heat map, mean PSI values for 3′-ss events significantly (ΔPSI > 0.15; *p* < 0.01) and reproducibly altered upon C9ORF78 KD, showing that 3′-ss changes are reverted similarly by C9ORF78^wt^ and C9ORF78^R41A^. **d** Comparison of C9ORF78 KD-induced changes in exon skipping detected in C9ORF78 KD experiments 1 (siRNA1, left) and 2 (siRNA2, right; ΔPSI > 0.1; *p* < 0.05). Numbers as in **a**. **e** Box-whiskers plots for C9ORF78-induced cassette exon events (exon skipping, left, *n* = 205; exon inclusion, right, *n* = 271) and rescue by siRNA-resistant C9ORF78 variants (based on second KD experiment including rescue; ΔPSI > 0.15; p < 0.01). Symbols as in **b**. **f** Rescue of alternative exon events by siRNA-resistant C9ORF78 variants. Heat map, alternative exon events (log2-fold-change relative to control) significantly (ΔPSI > 0.1; *p* < 0.05) and reproducibly altered upon C9ORF78 KD, showing that these events are specifically reverted by C9ORF78^wt^ (ΔPSI > 0.1; *p* < 0.05) but not by C9ORF78^R41A^ (ΔPSI < 0.01; *p* > 0.01; *n* = 49 target exons). PTBP2 exon 10, highlighted on the left. **g** Effect of C9ORF78 KD on PTBP2 exon 10 splicing and differential rescue by siRNA-resistant C9ORF78 variants. PSI values (mean ± SEM) were determined by rMATS. Statistical significance is based on rMATS-derived p-values (*p < 0.05; ns, not significant; si control vs. si C9ORF78, *p* = 0.03; si control vs. wt, *p* = 0.47; si control vs. rescue R41A, *p* = 0.01; *n* = 3 biologically independent experiments). Source data for **b**, **d** and **g** are provided as a Source Data file.

Skipped exon events overlapped to a lower extent between the two KD experiments (Fig. 5d) and we observed only a partial rescue of C9ORF78 KD-induced changes in exon skipping events via the siRNA-resistant variants (Fig. 5e). Nonetheless, 376 exon skipping events were significantly altered in both KD datasets (Δpercent spliced-in [PSI] > 0.1; *p* < 0.05), 49 of which were significantly reverted only by over-production of C9ORF78^wt^ (Fig. 5f), including skipping of PTBP2 exon 10 (Fig. 5g), indicating a regulatory mechanism that depends on the observed BRR2-C9ORF78 interaction. Together, these findings confirm that the observed alternative splicing changes upon C9ORF78 KD are indeed specific and suggest different mechanisms of splicing regulation, as C9ORF78-regulated alternative 3’-ss appear to be less dependent on the BRR2-C9ORF78 interaction than C9ORF78-regulated cassette exons.

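PTBP2, the neuronal paralog of the exon repressor PTBP1, fell on KD to 54.9% of its si control level (95% confidence interval 48.2% to 62.4%; log2 fold change −0.87, SE 0.0867, adjusted p = 1.6e-04 from edgeR). It remained lower than si control in rescue wt, at 62.1% (log2 fold change −0.69, SE 0.0865), and in rescue R41A, at 57.2% (−0.81, SE 0.0866; adjusted p = 3.4e-04 and 1.3e-04 from edgeR). Levels were 83.9 ± 17.5, 48.2 ± 9.43, 52.6 ± 3.29 and 56.0 ± 3.81 TPM in si control, si C9ORF78, rescue wt and rescue R41A (mean ± SD, n = 3 each). Estimated counts of PTBP2 were 2324 to 2352 in si control, 1059 to 1459 in si C9ORF78, 1255 to 1309 in rescue wt and 1251 to 1450 in rescue R41A. Against si C9ORF78, PTBP2 gave 0.18 in rescue wt (95% confidence interval −0.01 to 0.36, adjusted p = 0.14 from edgeR). It gave 0.06 in rescue R41A (95% confidence interval −0.13 to 0.25, adjusted p = 0.65 from edgeR). The 2 rescues differed by −0.12 (R41A against wt, 95% confidence interval −0.30 to 0.07, adjusted p = 0.84 from edgeR). These 3 small differences turn direction under other settings: the first 2 to −0.19 and −0.25 with the trend with transcript length and GC content removed, the third to 0.09 by limma on log2(TPM + 0.5).

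PTBP2 (ENSG00000117569) lies on the plus strand of chromosome 1, from 96721665 to 96823738 of GRCh38. Its exon 10 of 14 spans 96806419 to 96806452, 34 nt with the sequence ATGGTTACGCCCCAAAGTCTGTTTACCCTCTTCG. The values here count all PTBP2 isoforms together, so exon 10 cannot be followed in them.

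Of 164 tested hosts of exons that the paper found skipped on KD in its first experiment, 13 were higher and 36 lower on KD (19 and 43 over the list alone; adjusted p = 0.0060 from camera, 0.20 with an estimated correlation). The camera call also ended with the length and GC trend removed (adjusted p = 0.37). Besides PTBP2, TP53INP1, a p53 target (log2 fold change −0.98, SE 0.140), the exonuclease gene REXO5 (−0.79, SE 0.119) and the kinase gene FER (−0.68, SE 0.109) fell. The stress granule gene G3BP2 (0.72, SE 0.106), MAPKAP1 of mTORC2 (0.29, SE 0.0708), TRAPPC9 (0.50, SE 0.125) and GPM6A (0.81, SE 0.201) rose. Rescue wt had 29 higher and 27 lower than si C9ORF78 (37 and 38 over the list alone; adjusted p = 0.92 from camera), with TP53INP1 at 0.80 (SE 0.141) and FER at 0.55 (SE 0.110). Rescue R41A had 11 higher and 10 lower (19 and 22 over the list alone; adjusted p = 0.29 from camera), with TP53INP1 at 1.10 (SE 0.140) and FER at 0.56 (SE 0.109). Of 151 hosts of exons included on KD, 21 were higher and 17 lower on KD (23 and 19 over the list alone; adjusted p = 0.77 from camera), among them DENND5A (1.05, SE 0.0837) and USP8 (−0.56, SE 0.0865). Rescue wt had 7 of these higher and 36 lower (7 and 38 over the list alone; adjusted p = 0.020 from camera, 0.31 with an estimated correlation), a call lost without si C9ORF78 replicate 1. Rescue R41A had 4 higher and 9 lower (4 and 13 over the list alone; adjusted p = 0.15 from camera).

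SR proteins and hnRNPs, the main regulators of cassette exons, had 3 of 40 genes higher and 12 lower on KD (4 and 13 over the list alone; adjusted p = 0.0027 from camera, 0.55 with an estimated correlation). This call too ended with the trend removed (adjusted p = 0.76 from camera), and the list is poor in GC (median 41.0% against 48.6% of all genes). Its median relative to all genes went from −0.22 to −0.11 without si C9ORF78 replicate 3. After PTBP2, the smallest p-values were those of HNRNPA3 (−0.55, SE 0.110), the SR protein kinase gene CLK1 (−0.45, SE 0.0935) and HNRNPF (−0.32, SE 0.0704). PTBP1, singled out after its values were seen, rose (0.46, adjusted p = 0.034 from edgeR). In rescue wt 13 were higher and 5 lower than si C9ORF78 (18 and 6 over the list alone; adjusted p = 0.020 from camera, 0.54 with an estimated correlation), led by CLK1 (0.55, SE 0.0936) and SRSF5 (0.53, SE 0.0977). With the trend removed the list median relative to all genes turned there from 0.20 to −0.023 (adjusted p = 0.92 from camera). Rescue R41A had 2 higher and 2 lower (2 and 2 over the list alone; adjusted p = 0.17 from camera). Of 16 neuronal genes regulated by PTBP1 and PTBP2, 5 were higher on KD and 0 lower (7 and 0 over the list alone; adjusted p = 0.0027 from camera, 0.35 with an estimated correlation). They include the actin regulator gene CTTN (0.53, SE 0.0744), SHTN1 (0.46, SE 0.0859), the adhesion gene NCAM1 (0.59, SE 0.114) and the neuronal tubulin gene TUBB3 (0.60, SE 0.157).

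Nonsense-mediated decay factors had 0 of 14 genes past the threshold of edgeR on KD (2 higher and 1 lower at an unadjusted p < 0.05; adjusted p = 0.90 from camera). In rescue wt SMG9 (−0.77, SE 0.169) and CASC3 (−0.63, SE 0.147) were among 5 lower, with 0 higher (3 and 7 over the list alone; adjusted p = 0.17 from camera). Of 24 transcripts known to rise when this decay is blocked, 2 were higher and 4 lower on KD (2 and 4 over the list alone; adjusted p = 0.42 from camera). ATF3 (0.65, SE 0.0828) rose, and the snoRNA hosts SNHG15 (−0.60, SE 0.134) and GAS5 (−0.55, SE 0.128) fell.

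For the rescues the paper's reasoning rests on PSI in these 4 groups and on events altered in both KD experiments. It also draws on the weaker binding of R41A to BRR2 in SEC and co-IP. RT-PCR of PTBP2, SMARCA4 and C1ORF131 backs its splicing changes on KD. It finds alternative 3′-ss returned by both variants but a set of exons, PTBP2 exon 10 among them, returned only by the wt protein, and proposes that cassette exons depend more on the contact of C9ORF78 with BRR2.

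**Figure D3:**
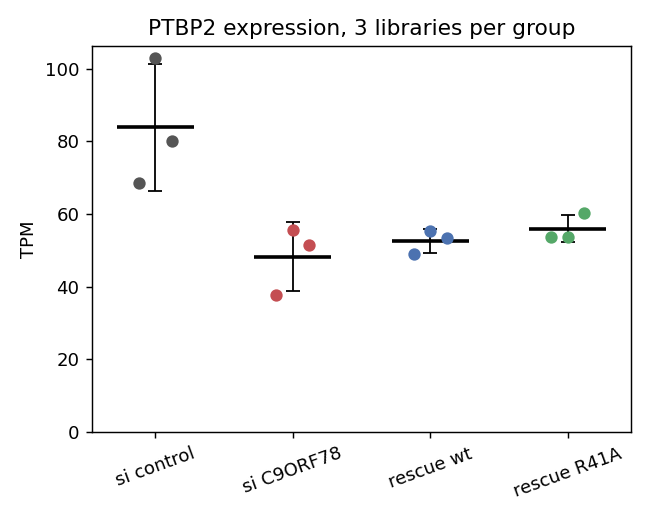
PTBP2 mRNA in TPM in each library of si control, si C9ORF78, rescue wt and rescue R41A cells. Points are libraries, lines are means and bars are SD (n = 3 each).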

### C9ORF78 UV-crosslinks with U5 snRNA

To test if C9ORF78 regulates alternative splicing through direct interactions with target pre-mRNAs, we generated a Flp-In™ T-REx™ 293 cell line that stably expresses C9ORF78, and performed UV-crosslinking followed by enrichment of C9ORF78-coupled RNAs via Fast Ligation of RNA after some sort of Affinity Purification for High-throughput Sequencing (FLASH)^52^. Green fluorescent protein (GFP)-expressing cells were used as a negative control. RNA-seq yielded 1.8 M reads after filtering PCR duplicates and low quality reads, among which we searched for pre-mRNAs that exhibited C9ORF78-dependent alternative 3’-ss or skipped exons via rMATS analysis using deepTools^53^ (Supplementary Fig. 10). No enrichment of specific pre-mRNAs was observed in the C9ORF78 crosslinking experiment compared to the GFP control, arguing against regulatory mechanisms that rely on direct C9ORF78-pre-mRNA interactions. However, snakePipes^54^ analysis revealed a significant enrichment of U5 snRNA (log2-fold change 2.25; p-value 4.290826e-31) and L13AP, a retrotransposon of the LINE-1 family (log2-fold change 0.59; p-value 5.475290e-11) among C9ORF78-crosslinked RNAs (Fig. 6a). A cluster of gaps in the U5 snRNA sequencing reads suggested crosslinks of C9ORF78 to U5 snRNA residues 69–73, which form internal loop 1 (IL1) at the base of the extended U5 5’-stem-loop (Fig. 6b). The suggested direct C9ORF78-U5 snRNA contact supports the notion that C9ORF78 functions in alternative splicing depend on interactions with U5 snRNP components.

**Fig. 6:**
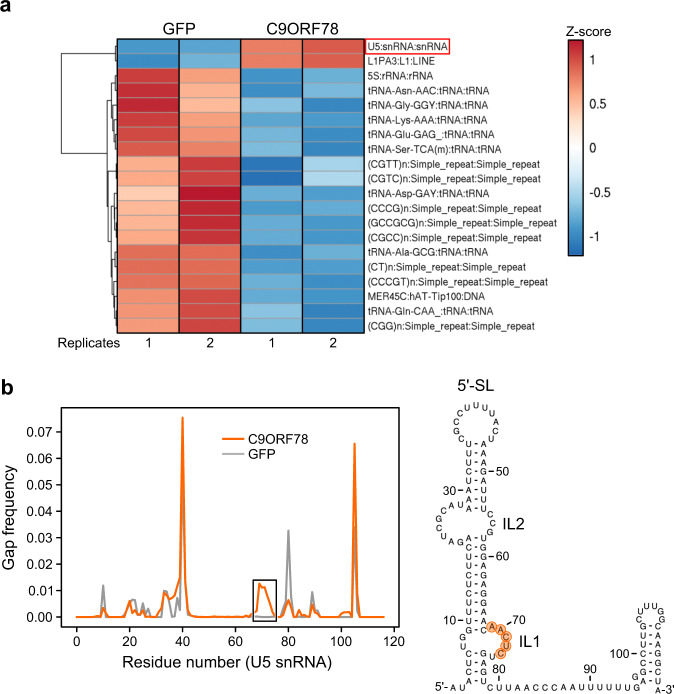
Interaction of C9ORF78 with U5 snRNA. **a** Heat map displaying the top 20 differentially enriched non-coding RNAs in GFP (negative control) and C9ORF78 pull-down after RNA-protein UV-crosslinking and FLASH^52^, analyzed with snakePipes^54^; *n* = 2 biologically independent experiments each are shown. Colored by Z-score as indicated. Negatively enrichment RNAs (blue) in the C9ORF78 pull-down are mainly tRNAs, which are commonly found as background in such analyses. **b** Left, gaps in sequencing reads for U5 snRNA from FLASH experiments with C9ORF78 (orange) or GFP (control; gray). Right, putative C9ORF78 crosslinking sites (orange background) mapped to a secondary structure model of U5 snRNA. 5′-SL, 5′-stem-loop; IL1, internal loop 1, IL2, internal loop 2.

### C9ORF78 interacts with additional spliceosomal proteins

To identify possible additional spliceosomal protein interactors of C9ORF78, we generated Flp-In™ T-REx™ 293 cell lines stably expressing Flag-C9ORF78^wt^ or Flag-C9ORF78^R41A^, and conducted Flag-IPs with nuclear extracts, followed by mass spectrometric identification of the recovered proteins. Enrichment was calculated in comparison to a control IP (cells not expressing a Flag-C9ORF78 variant). In total, we quantified 2,411 IP-enriched proteins (Supplementary Data 2). Filtering for a two-fold enrichment over the control (log2-fold change > 1) and a significant t-test result (q < 0.05) yielded 560 enriched proteins in the C9ORF78^wt^ Flag-IP and 809 enriched proteins in the C9ORF78^R41A^ Flag-IP. We subjected proteins with a log2-fold enrichment > 3 in either of the Flag-IPs to a GO analysis, which indicated U5 snRNP as the most enriched GO term (Fig. 7a).

**Fig. 7:**
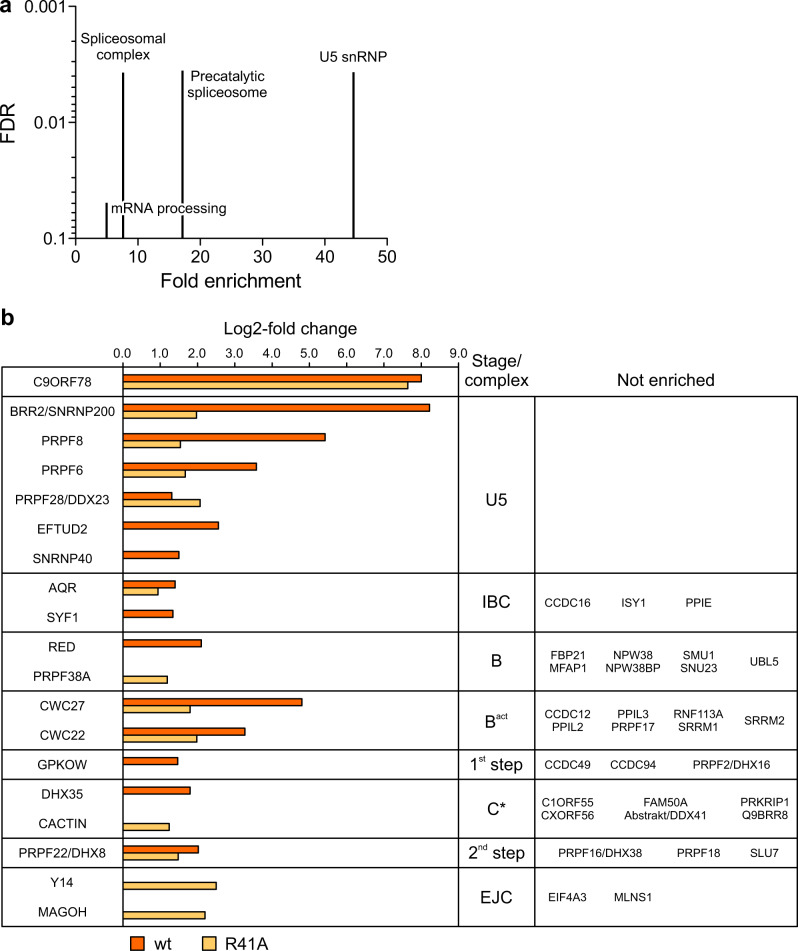
Proteins enriched in Flag-C9ORF78^wt^ and Flag-C9ORF78^R41A^ IPs. **a** GO term analysis for proteins significantly enriched in C9ORF78 IPs (log2-fold change >3). Genes expressed in HEK293T cells were used as a background list. Fold enrichment is depicted on the x-axis, the false discovery rate (FDR) on the y-axis. **b** Spliceosomal proteins enriched in Flag-IP from nuclear extract of Flp-In™ T-REx™ 293 cells stably expressing Flag-C9ORF78^wt^ (orange) or Flag-C9ORF78^R41A^ (light orange). Proteins were assigned to complexes/stages according to ^4^. Other co-precipitated proteins are listed in Supplementary Data 2. Data represent log2-fold protein intensity differences of Flag-C9ORF78 IP (wt or R41A) vs. control Flag-IP, *n* = 3 technical replicates. Source data are provided as a Source Data file.

Spliceosomal proteins enriched in the IPs are shown in Fig. 7b. While C9ORF78^wt^ and C9ORF78^R41A^ were enriched at almost equal levels, enrichment of the U5 snRNP proteins BRR2, PRPF8, EFTUD2, SNRNP40, and PRPF6, the intron-binding complex (IBC) protein SYF1, the B complex protein RED, the B^act^ proteins CWC27 and CWC22, the 1^st^ step factor GPKOW and the C* complex protein DHX35 was strongly reduced or abrogated in the Flag-C9ORF78^R41A^ IP compared to the Flag-C9ORF78^wt^ IP. Reduced enrichment of BRR2 by C9ORF78^R41A^ confirmed the weakening of the direct BRR2 interaction via an R41A exchange in C9ORF78. However, the burial of R41 in the C9ORF78-BRR2^HR^ interface (Fig. 3a) precludes a direct effect of the R41A exchange on the enrichment of the other proteins. While direct contacts of C9ORF78 to these proteins through other C9ORF78 regions are certainly possible, reduced enrichment of the proteins in the Flag-C9ORF78^R41A^ IP suggest that such putative binary interactions would depend on concomitant stable interaction of C9ORF78 with BRR2. On the other hand, the intron–binding complex (IBC) protein, aquarius (AQR), and the second step factor, PRPF22 (DHX8), were enriched at comparable levels in both IPs (a slight reduction in the Flag-C9ORF78^R41A^ IP is most likely due to a slight difference in the enrichment of Flag-C9ORF78^wt^ and Flag-C9ORF78^R41A^ themselves). Thus, C9ORF78 may contact AQR and PFPF22 within the spliceosome directly or indirectly, but largely independent of its interaction with BRR2. Finally, we also observed enhanced or exclusive enrichment of PRPF28/DDX23 (U5), PRPF38A (B), Cactin (C*) and MAGOH and Y14 (exon junction complex) in the Flag-C9ORF78^R41A^ IP (Fig. 7b). While the basis for these latter effects is presently unclear, our Flag-IPs again suggest that C9ORF78 might associate with the spliceosome already during the B-to-B^act^ transition and that it may remain bound until the second step.

## Discussion

Structural analysis revealed how C9ORF78 associates with a BRR2^HR^-PRPF8^Jab1^ complex predominantly via the BRR2 CC. The BRR2 CC has been suggested to serve as a binding platform for other spliceosomal proteins that could regulate the BRR2 helicase activity. E.g., NMR and crosslinking studies, validated herein, suggested that a C-terminal, unstructured region of FBP21 wraps around the C-terminal Sec63 module of BRR2^28,29^, eliciting a strong inhibitory effect of BRR2 helicase activity^28^, consistent with a suggested role for FBP21 in preventing BRR2 from pre-maturely unwinding U4/U6^33^. The molecular basis for this effect is presently not clear but may involve modulation of CC flexibility or NC-CC contacts. The BRR2-modulatory activity of C9ORF78 we report here is weaker, and C9ORF78 seems to be associated with the spliceosome only at stages when BRR2 has already unwound U4/U6. However, we presently cannot exclude that C9ORF78-dependent regulation of BRR2 helicase activity may play a role during other stages of splicing. C9ORF78 and FBP21 occupy a common binding site on BRR2 CC, using similar interaction motifs. This common binding mode to BRR2 explains the mutually exclusive binding of C9ORF78 and FBP21 to BRR2 we observe. Based on these findings, we suggest that the FBP21/C9ORF78 binding competition on a multi-factor trafficking site of BRR2 represents an important principle in the spliceosome, which facilitates ordered, stage-specific recruitment of splicing factors.

The mutually exclusive binding of FBP21 and C9ORF78 to BRR2 suggests that C9ORF78 might first bind to the spliceosome during the B-to-B^act^ transition, when FBP21 is released. While proteomics analyses have suggested that C9ORF78 might be associated with the C complex^27^, the analyzed complexes had been enriched on a modified pre-mRNA lacking a 3′-ss AG dinucleotide and a 3′-exon^55^. CryoEM and biochemical studies have shown that spliceosomes assembled on such modified pre-mRNAs can progress to the C* complex state^40^, that neighboring states tend to converge on the C complex state when exon ligation is inhibited^56^ and that under appropriate conditions both catalytic steps of splicing can be reversed^57^. Thus, factors identified via proteomics in nominal C complex preparations may to some extent represent contaminations from neighboring states. Presence of C9ORF78 already during the B^act^ stage is further supported by putative interactions we observe with the B^act^ proteins CWC22 and CWC27. However, as the C9ORF78-binding site of BRR2 remains unobstructed in C, C* and P complexes^34,40,41,58,59^, and as we also identified putative C9ORF78 interactions with 1^st^ step, C* and 2^nd^ step factors, C9ORF78 may also remain bound after the B-to-B^act^ transition.

The additional interactions of C9ORF78 suggested by our pull-down experiments are consistent with its intrinsically unstructured nature. The 231 C-terminal residues of C9ORF78 are not visible in our BRR2^HR^-PRPF8^Jab1^-C9ORF78 cryoEM structure (Fig. 1c). Many of these residues are highly conserved, pointing towards a functional importance (Supplementary Fig. 8). Obviously, this region could harbor binding sites for other spliceosome components, such as the proteins enriched in our pull-down experiments or U5 snRNA IL1 identified in our FLASH analysis. The C9ORF78 C-terminal region could extend far away from the N-terminal anchor on BRR2 and reach distal regions of the spliceosome. Furthermore, one can expect interactions to be maintained through short C9ORF78 epitopes, as is frequently observed in IDPs^47^, such that C9ORF78 could engage in direct contacts to multiple additional spliceosome components at the same time.

C9ORF78 KD elicited changes in many exon skipping events, a significant number of which are dependent on the BRR2–C9ORF78 interaction. Exon skipping is thought to be decided before the C complex stage, providing additional indirect evidence that C9ORF78 is already present at an earlier stage. We also observed a highly reproducible effect of C9ORF78 KD on alternative usage of NAGNAG 3′-ss, with C9ORF78 strongly favoring usage of the upstream 3′-ss, for which differential recue experiments indicated C9ORF78 specificity but failed to support a dependence on the observed BRR2-C9ORF78 interaction. While these data suggest that different C9ORF78-splicing factor interactions play a predominant role for the regulation of cassette exons and of alternative 3′-ss, assay limitations may also have prevented the detection of subtle effects of the BRR2–C9ORF78 interaction on some alternative splicing events. E.g., the single residue exchange in C9ORF78^R41A^ is sufficient to destabilize the binary interaction with BRR2 in vitro, but C9ORF78 interaction with other spliceosomal factors and overexpression of the siRNA-resistant C9ORF78 variants may have obscured differences in rescue efficiencies between C9ORF78^wt^ and C9ORF78^R41A^.

Exon skipping might be influenced by the kinetics with which two mutually exclusive splicing scenarios transition from the B via the B^act^ to the B* stage, and our findings suggest that C9ORF78 could modulate these transitions. Recently, additional assembly intermediates between the B and B^act^ stages have been characterized biochemically and structurally^60^. These pre-B^act^ complexes contain, among others, reduced levels of the B-specific FBP21 protein, but also largely lack B^act^ proteins CWC22 and CWC27 and the step 1 factor GPKOW. Given our observations that C9ORF78 can displace FBP21 from BRR2 and could also contact CWC22, CWC27 and GPKOW, the presence of C9ORF78 might modulate the kinetics of B-to-B^act^ conversion by driving displacement of FBP21 and helping recruitment of B^act^ proteins and GPKOW. Notably, the multi-step B-to-B^act^ transition is also accompanied by a stepwise repositioning of BRR2^60^, which might likewise be influenced by C9ORF78 that putatively links BRR2 to other components according to our data. Moreover, a large-scale cryoEM analysis has revealed that the human B^act^ complex can adopt at least eight major conformations, which could be arranged along a trajectory towards catalytic activation due to the degree of their similarity to a later intermediate^61^. Such a situation most likely also applies to other splicing stages, and it has been suggested that any additional incoming factor will alter the conformational space available to the respective spliceosomal intermediate^61^. Based on a structural superposition, it is easily conceivable that in B^act^ the intrinsically unstructured C9ORF78 could bridge between BRR2, CWC22/CWC27 and U5 IL1 (Fig. 8a) This presumed cross-strutting of several B^act^ elements would most likely significantly alter the conformational space available to B^act^. C9ORF78 might thereby again alter the kinetics of B-to-B^act^ conversion and/or influence the tendency of the B^act^ complex to adopt a conformation conducive to PRPF2 remodeling.

**Fig. 8:**
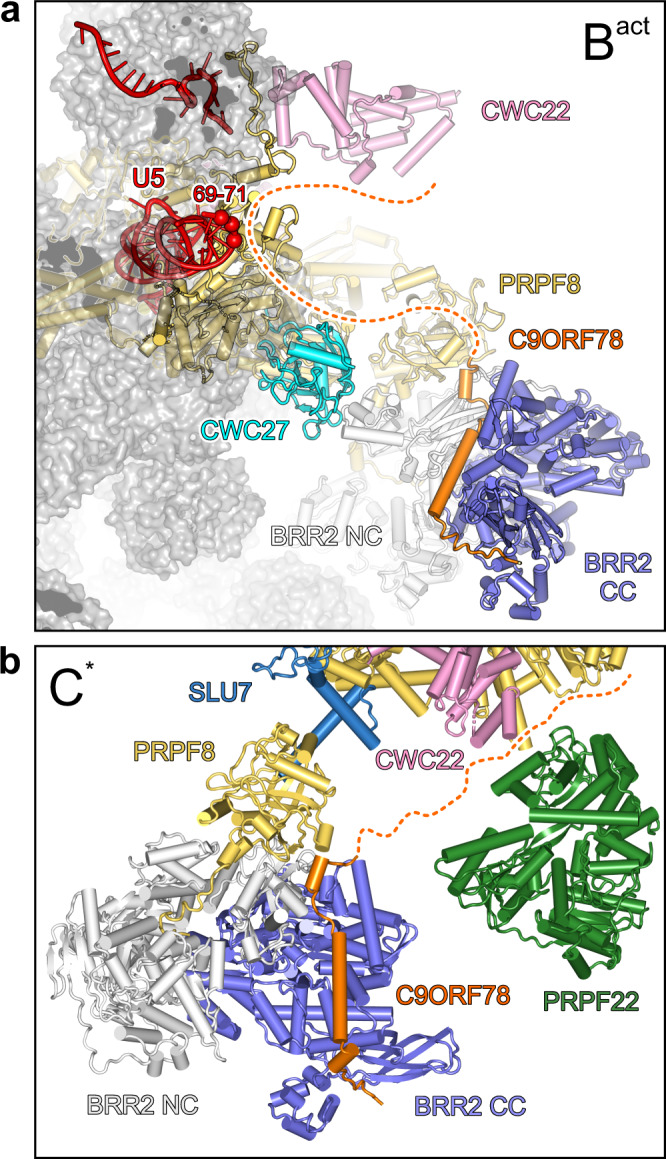
Putative C8ORF78 neighborhoods in spliceosomal complexes. **a** Model for the positioning of C9ORF78 in the B^act^ complex, suggesting how C9ORF78 may contact its putative interactors U5 snRNA IL1 (red spheres), CWC22 (cyan), and CWC27 (pink). The BRR2^HR^-PRPF8^Jab1^-C9ORF78 structure was aligned with a cryoEM structure of the spliceosomal B^act^ complex (PDB ID 5Z56) according to the common parts of BRR2^HR^/BRR2. The 231 C-terminal C9ORF78 residues that are not visible in the BRR2^HR^-PRPF8^Jab1^-C9ORF78 cryoEM map are indicated by a dashed line. **b** Model for the positioning of C9ORF78 in the C* complex, suggesting how C9ORF78 may contact its putative interactors PRPF22 (green) and CWC22 (pink). SLU7, sky blue. The BRR2^HR^-PRPF8^Jab1^-C9ORF78 structure was aligned with a cryoEM structure of the spliceosomal C* complex (PDB ID 5XJC) according to the common parts of BRR2^HR^/BRR2. The 231 C-terminal C9ORF78 residues that are not visible in the BRR2^HR^-PRPF8^Jab1^-C9ORF78 cryoEM map are indicated by a dotted line.

Alternative NAGNAG splice site choice was suggested to take place during the second step of the splicing reaction^48^, indirectly supporting our notion of a continued presence of C9ORF78 at post-B^act^ stages. Furthermore, our observed interaction of C9ORF78 with the second step factor, PRPF22, suggests that C9ORF78 remains associated also with the C* complex. Comparison of our BRR2^HR^-PRPF8^Jab1^-C9ORF78 structure with the structure of a human C* complex revealed that the C-terminal 231 residues of C9ORF78 could easily reach and directly contact PRPF22, which resides in the immediate vicinity of BRR2 in the C* complex, as well as CWC22 that is still present at the C* stage (Fig. 8b). PRPF22 has been shown to be involved in 3′-ss selection and exon ligation in yeast^62,63^. Thus, one possible mechanism for C9ORF78 to regulate alternative 3′-ss usage may be direct C9ORF78-PRPF22 interactions that affect PRPF22 motor activity, which is thought to reposition alternative 3′-ss in the spliceosome’s active site from a distance^4,63^. This interpretation is consistent with our observation that the presence of C9ORF78 leads to preferential use of upstream alternative 3′-ss.

Previous studies suggested that alternative splicing decisions are not necessarily fixed during initial exon/intron definition^64^. Our findings provide additional examples of alternative splicing regulation comparatively late in the splicing cycle. In addition, our observations point towards hitherto under-appreciated, additional functions of BRR2 during the catalytic phase of splicing, and to novel functions of BRR2 in the regulation of alternative splicing. While requirements for BRR2, beyond U4/U6 unwinding, during the catalytic and disassembly stages of splicing have been suggested, at least in yeast^10,11^, the mechanistic basis for these observations is not clear, as BRR2 does not seem to resort to its ATPase/helicase activities to exert these additional roles^10,12^. Our work provides a blueprint for how BRR2 might exert ATPase/helicase-independent functions during splicing, i.e., by serving as a home base for other splicing factors, including stage-specifically recruited splicing regulators. This model also suggests how BRR2, a constitutive splicing factor, can play a role in alternative splicing by recruiting a hitherto poorly characterized, splicing regulatory IDP, C9ORF78.

## Methods

### Protein production

BRR2 and PRPF8 constructs were produced and purified as described before^13,25^. C9ORF78 variants were produced as His_6_-GST-tagged proteins from pETM30 plasmids in a BL21 RIL *E. coli* strain. The cell pellet was resuspended in lysis buffer (20 mM Tris-HCl, pH 7.5, 200 mM NaCl, 1 mM DTT), supplemented with protease inhibitors (Roche) and DNaseI, and lysed by sonication. The GST-tagged protein was subjected to affinity chromatography using Glutathione Sepharose 4 Fast Flow resin (GE Healthcare). To reduce chaperone contamination, a wash with 50 mM Tris-HCl, pH 7.5, 10 mM ATP, 10 mM MgCl_2_, 150 mM KCl before elution. The protein was further purified by SEC on a 16/60 Superdex 200 column (GE Healthcare), equilibrated in 20 mM Tris-HCl, pH 7.5, 200 mM NaCl, 2 mM DTT.

For reconstitution of the BRR2^HR^-C9ORF78 complex, lysates of the individually expressed proteins (His_10_-BRR2^HR^ in insect cells and His_6_-GST-C9ORF78 in *E. coli*) were mixed after sonication. Complexes were subjected to affinity chromatography using Glutathione Sepharose 4 Fast Flow resin as described above, followed by overnight dialysis against 20 mM Tris-HCl, pH 7.5, 200 mM NaCl, 2 mM DTT, and TEV protease at a 1:20 ratio. Cleaved proteins were recycled on Ni^2+^-NTA Sepharose (GE Healthcare) and further purified by gel filtration on a 16/60 Superdex 200 column equilibrated in 20 mM Tris-HCl, pH 7.5, 200 mM NaCl, 1 mM DTT.

For cryoEM, 1.8 nmol of the BRR2^HR^-C9ORF78 complex were incubated with a 1.5-fold molar excess of PRPF8^Jab1^ for 10 min on ice. Subsequently the complex was purified by size exclusion chromatography on a Superdex 200 increase 3.2/300 column (GE Healthcare), equilibrated in 20 mM Tris-HCl, pH 8.0, 150 mM NaCl, 1 mM DTT, and then concentrated to 5 mg/ml using ultrafiltration (Amicon, Merck Chemicals GmbH).

FBP21 was purified as described before^28^. For cryoEM 1.8 nmol BRR2^HR^ were incubated with a two-fold molar excess of FBP21^200–376^ for 10 min on ice. Subsequently, the complex was purified as described above for BRR2^HR^-PRPF8^Jab1^-C9ORF78.

### Analytical size exclusion chromatography

Analytical SEC was performed on a Superdex 200 increase 3.2/300 column, equilibrated in 20 mM Tris-HCl, pH 8.0, 200 mM NaCl, and 1 mM DTT. Proteins or protein mixtures were pre-incubated on ice for 10 min in 50 µl reaction volumes, containing 75 µg of the respective individual protein, or 75 µg of BRR2 construct or PRPF8^Jab1^ and a 1.5-fold molar excess of putative interaction partner, prior to injection on the column. A total of 60 µL elution fractions were collected and analyzed by SDS-PAGE.

For testing mutually exclusive binding of C9ORF78 and FBP21^116–376^ to BRR2^HR^-PRPF8^Jab1^, 75 µg BRR2^HR^ were incubated with equimolar amounts of PRPF8^Jab1^ and FBP21^116–376^ for 10 min on ice. Subsequently, equimolar amounts GST-C9ORF78 were added and the protein mixture was incubated for an additional 10 min on ice. Complex formation was analyzed via analytical SEC as described above in comparison to a sample without added GST-C9ORF78.

### GST pull-down assay

Glutathione Sepharose 4 Fast Flow resin was equilibrated in binding buffer (20 mM Tris-HCl, pH 8.0, 150 mM NaCl, 1 mM DTT). For each of 5 reactions, 20 µl resin slurry were transferred to 1.5 ml Eppendorf tubes and incubated with 50 µg GST-C9ORF78 and equal molar amounts of BRR2^HR^ in a total volume of 500 µl (dilution in binding buffer) for 1 h at 4 °C on a rotating wheel. Subsequently, the resin was washed three times with 1 ml binding buffer (centrifugation at 500 g for 3 min) and then incubated with a 0-10-fold molar excess of FBP21^200–376^ in 50 µl binding buffer for 20 min at 4 °C on a shaker (600 rpm). The supernatants were transferred to new tubes and kept on ice, while the resin was washed three times with 1 ml binding buffer. Elution from the beads was carried out by incubating the resin in 50 µl SDS-PAGE loading dye at 96 °C for 5 min, followed by 2-min centrifugation at maximum speed in a table-top centrifuge. A total of 10 µl elution (beads) and supernatant were used for SDS-PAGE analysis.

### Limited proteolysis of BRR2^HR^-C9ORF78

A total of 26 µM complex were digested with 0.052 µg elastase in a 50 µl reaction in 50 mM Tris-HCl, pH 8.0, 200 mM NaCl, 10% (v/v) glycerol, 1 mM DTT for 45 min at room temperature. Subsequently, the reaction was loaded on a Superdex increase 3.2/300 column, equilibrated in the same buffer. A total of 60 µl elution fractions were collected, of which 15 µl were analyzed via SDS-PAGE. Bands of interest were excised, in-gel digested with trypsin and analyzed by mass spectrometry.

### Peptide SPOT array

Membranes with spots of peptides (25 residues, overlap of 20 residues) of C9ORF78 were obtained from Dr. Rudolf Volkmer, Charité—Universitätsmedizin Berlin. Membranes were pre-washed once with 100% ethanol and three times with phosphate-buffered saline (PBS), supplemented with 1 mM DTT. The remaining binding capacity of the membranes was blocked by a 3-h incubation with blocking buffer (5% (w/v) BSA in PBS, supplemented with 1 mM DTT). Subsequently, the membranes were incubated overnight at 4 °C with His_10_-BRR2^NC^, His_10_-BRR2^CC^, His_10_-BRR2^HR^ or His_10_-BRR2^FL^ at a concentration of 25 µg/ml (His_10_-BRR2^NC^, His_10_-BRR2^CC^), 50 µg/ml (His_10_-BRR2^HR^) or 60 µg/ml (His_10_-BRR2^FL^) in binding buffer (10 mM Tris-HCl, pH 7.5, 200 mM NaCl, 2 mM DTT). As a negative control, one membrane was incubated with binding buffer without added protein. The membranes were then washed three times with PBS, supplemented with 0.05% (v/v) Tween 20, 1 mM DTT (PBST) and incubated with an HRP-coupled anti-His antibody (Miltenyi Biotech) diluted 1:5000 in PBS with 5% (w/v) BSA for 1 h at room temperature. After washing the membranes three times in PBST, the peptide SPOT arrays were developed with HRP juice (p.j.k. GmbH) on an Intas Advanced Fluorescence and ECL imager.

### U4/U6 snRNA unwinding assays

Yeast U4 and U6 snRNA production (commonly used also in unwinding assays with human BRR2), purification, labeling and assembly were carried out as described before^65^. All U4/U6 unwinding assays were performed at 30 °C. Unwinding of 0.6–1.5 nM radioactive U4/U6 di-snRNA was compared for 100 nM BRR2 (FL or HR) alone with 100 nM BRR2 (FL or HR) in complex with 150 nM GST-C9ORF78 in the presence or absence of 250 nM PRPF8^Jab1^ or PRPF8^Jab1ΔC^. All reactions were pre-incubated for 3 min in unwinding buffer (40 mM Tris-HCl, pH 7.5, 50 mM NaCl, 8% (v/v) glycerol, 0.5 mM MgCl_2_, 15 ng/μl acetylated BSA, 1 U/μl RNase inhibitor, 1.5 mM DTT) in a total volume of 120 μl. Unwinding was initiated by addition of 1.7 mM ATP/MgCl_2_, and 10 μl samples were withdrawn at the indicated time points and mixed with 10 μl of stop buffer (40 mM Tris-HCl, pH 7.4, 50 mM NaCl, 25 mM EDTA, 1% (w/v) SDS, 10% (v/v) glycerol, 0.05% (w/v) xylene cyanol, 0.05% (w/v) bromophenol blue). The samples were run on a 6% non-denaturing PAGE gel for 1 h at 200 V and 4 °C. RNA bands were visualized by autoradiography using a phosphoimager and quantified using the Image Quant 5.2 software (GE Healthcare). Data were fit to a single exponential equation (fraction unwound = A (1–exp[- *k*_*u*_t])); A, amplitude of the reaction; *k*_*u*_, apparent first-order rate constant of unwinding; t, time) using GraphPad Prism.

### CryoEM analysis

Complexes were prepared freshly in 20 mM Tris-HCl, pH 8.0, 150 mM NaCl, 1 mM DTT and concentrated to 5 mg/ml using ultrafiltration. Immediately before grid preparation, the samples were supplemented with 0.15% (w/v) n-octylglucoside to overcome preferred particle orientation. 3.8 µl of the final mixtures were applied to plasma-treated R1.2/1.3 holey carbon grids (Quantifoil Micro Tools GmbH). Grids were plunged into liquid ethane after blotting, using a Vitrobot Mark IV device (FEI) at 10 °C/100% humidity. Image acquisition was conducted on a FEI Titan Krios G3i (300 kV) with a Falcon 3EC camera, operated in counting mode using EPU software (Thermo Fisher Scientific). The BRR2^HR^-PRPF8^Jab1^-C9ORF78 dataset was acquired with a nominal magnification of 120,000x, resulting in a pixel size of 0.657 Å/px. The BRR2^HR^-FBP21^200-376^ dataset was acquired with a nominal magnification of 92,000x, resulting in a pixel size of 0.832 Å/px. A total electron dose of 40 e/Å^2^ was accumulated over an exposure time of 31 s and 40 s, respectively.

All image analysis steps were done with cryoSPARC. Movie alignment was done with patch motion correction, CTF estimation was conducted by Patch CTF. For the BRR2^HR^-FBP21^200-376^ dataset, class averages of manually selected particles were used to generate an initial template for reference-based particle picking from 1,877 micrographs. Particle images were extracted with a box size of 336 px and binned to 84 px for initial analysis. Ab initio reconstruction using a small subset of particles was conducted to generate an initial 3D reference for 3D heterogeneous refinement. 271,493 selected particle images were re-extracted with a box of 168 px (1.664 Å/px) and subjected to non-uniform refinement followed by heterogeneous refinement. Finally, 165,220 particle images were re-extracted using local motion correction at full spatial resolution (box size 336 px). After per-particle CTF correction, non-uniform refinement was applied to generate the final reconstruction at a resolution of 3.3 Å.

The BRR2^HR^-PRPF8^Jab1^-C9ORF78 dataset was refined similarly with only minor differences. References generated from the BRR2^HR^-FBP21^200-376^ dataset were used for picking and refinement. To improve the density for C9ORF78, 3D variability analysis was applied using a mask generously enclosing the N-terminal region of C9ORF78. From 542,565 particle images, a total of 370,493 particle images were selected for the final non-uniform refinement, yielding a reconstruction at 2.76 Å resolution.

### Model building and refinement

The final cryoEM map for the BRR2^HR^-PRPF8^Jab1^-C9ORF78 complex was used for placement of the BRR2^HR^ model in complex with PRPF8^Jab1 25^ employing PHENIX Dock in Map^66^. The additional density observed after model placement was of sufficient quality to manually and unequivocally build the N-terminal residues 5–58 of C9ORF78. The region spanning residues 12–23 exhibited poorer cryoEM density and was modelled with less reliability. An additional refined map focusing on C9ORF78 displayed an improved density for this area providing more confidence in modeling. The structure of BRR2^HR^ was placed into the final cryoEM map of the BRR2^HR^-FBP21^200-376^ complex. Parts of FBP21^200-376^ could be unequivocally built into additional density that was not covered by the BRR2^HR^ model. Models were completed and manually adjusted residue-by-residue, supported by real space refinement in Coot. The manually built models were refined against the cryoEM maps using the real space refinement protocol in PHENIX. The structures were evaluated with Molprobity^67^. Structure figures were prepared using PyMOL (Version 1.8 Schrödinger, LLC).

### Culturing HEK293T cells and transient transfection

HEK293T cells were grown in DMEM supplemented with 10% (v/v) fetal bovine serum and 1% (w/v) penicillin/streptomycin (Invitrogen). Transient transfection was performed using Rotifect (Carl Roth) according to the manufacturer’s instructions. Briefly, 4.5 × 10^5^ cells were seeded on 6-well plates 24 h prior to transfection. For each well to be transfected, 2 µg plasmid and 5 µl Rotifect were mixed with 250 µl Optimum, and incubated for 5 min at room temperature. Reactions were mixed, incubated for 20 more minutes at room temperature and then added to the cells. Cells were harvested 48 h after transfection.

### Nuclear extract preparation

HEK293T or Flp-In™ T-REx™ 293 cells grown in T75 flasks were harvested in cold PBS and pelleted by centrifugation (1000 × *g*, 1 min). Cell pellets were resuspended in 600 µl cold CTX buffer (10 mM HEPES-NaOH, pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl), supplemented with proteinase inhibitors, and incubated for 5 min on ice. A total of 600 µl CTX supplemented with 0.2 (v/v)% NP-40 were added, and the reactions, after gentile mixing, were incubated for another 5 min on ice. Nuclei were pelleted by centrifugation at 4000 × *g* in a table-top centrifuge for 3 min, and the supernatant (cytosolic fraction) was discarded. Nuclei were resuspended in 240 µl NX buffer (20 mM HEPES-NaOH, pH 7.9, 1.5 mM MgCl_2_, 420 mM KCl, 0.2 mM EDTA, 25% (v/v) glycerol), supplemented with proteinase inhibitors, and subsequently three times frozen (−80 °C) and thawed (37 °C), followed by 1 minute of vortexing. After a final centrifugation step at maximum speed for 20 min at 4 °C, the supernatant (nuclear extract) was stored at −20 °C until further use. Protein concentrations were determined via Bradford assay.

### Flag-IP combined with Western blot

For Flag-IP combined with Western blot, 100 µg nuclear extract were incubated with 400 µl RIPA lysis buffer, including 100 mM NaCl, 2% (w/v) BSA and proteinase inhibitors, for 1 h at 4 °C on a rotating wheel. Subsequently, 15 µl Flag M2 affinity gel (Sigma Aldrich), equilibrated in RIPA buffer, were added to the reactions and incubated overnight at 4 °C on a rotating wheel. The resin was washed four times with RIPA buffer (without BSA) with centrifugation at 4000 × *g* for 1 min, then resuspended in 40 µl SDS-loading dye (2-fold concentrated). Samples were boiled at 96 °C for 5 min, centrifuged at maximum speed for 2 min, and the supernatant was then analyzed by SDS-PAGE and Western blot using monoclonal anti-Flag M2 antibody (Sigma Aldrich), diluted 1:2000, and rabbit serum containing a polyclonal anti-human BRR2 antibody, diluted 1:500.

### Generating stable cell lines

Stable Flp-In™ T-REx™ 293 cells for expression of C9ORF78 and C9ORF78^R41A^ with C-terminal 3xFlag-His_6_-Biotin-His_6_ (3xFlag-HBH) tags were generated as described before^52^. Transfection of the cell lines were done using Lipofectamine 2000 (Thermo Fisher Scientific). After hygromycin selection, expression of the tagged proteins was confirmed by Western blot using monoclonal anti-Flag M2 antibody.

### Flag-IP followed by mass spectrometry

For mass spectrometric analysis of C9ORF78 interactors, Flp-In™ T-REx™ 293 cells stably expressing C-terminally 3xFlag-HBH-tagged C9ORF78 or C9ORF78^R41A^ were grown in T75 flasks, and nuclear extracts were prepared as described above. As control, unmodified Flp-In™ T-REx™ 293 cells were used. A total of 500 µg nuclear extract were incubated with 800 µl IP buffer (10 mM HEPES-NaOH, pH 7.3, 150 mM NaCl,10 mM MgCl_2_, 10 mM KCl, 0.5 mM EGTA), supplemented with 3 U/ml benzonase and proteinase inhibitors, for 1 h on a rotating wheel. For each IP, 50 µl Flag M2 affinity gel (Sigma Aldrich), equilibrated in IP buffer, were added to the reactions and incubated overnight at 4 °C on a rotating wheel. The resin was washed four times with IP buffer (without supplements) by centrifugation at 4000 × *g* for 1 min. Bound proteins were eluted by incubation with 50 µl 3xFlag Peptide (Sigma Aldrich) at a concentration of 0.5 µg/µl in TBS (50 mM Tris-HCl, pH 7.5, 150 mM NaCl) for 30 min on ice. The supernatant was run on a SDS-PAGE gel until entrance into the separating gel. Bands were excised and digested with trypsin using a standard protocol^68^. After digestion, peptides were extracted and dried for LC-MS analysis.

Peptides were reconstituted in 10 µl of 0.05% (w/v) TFA, 2% (v/v) acetonitrile, and 7 µl were applied to an Ultimate 3000 reversed-phase capillary nano liquid chromatography system connected to a Q Exactive HF mass spectrometer (Thermo Fisher Scientific). Samples were injected and concentrated on a PepMap100 C18 trap column (3 µm, 100 Å, 75 µm i.d. × 2 cm; Thermo Fisher Scientific) equilibrated with 0.05% (w/v) TFA in water. After switching the trap column inline, LC separations were performed on an Acclaim PepMap100 C18 capillary column (2 µm, 100 Å, 75 µm i.d. × 25 cm; Thermo Fisher Scientific) at an eluent flow rate of 300 nl/min. Mobile phase A contained 0.1% (v/v) formic acid in water, and mobile phase B contained 0.1% (v/v) formic acid in 80% (v/v) acetonitrile. The column was pre-equilibrated with 5% mobile phase B followed by an increase to 44% mobile phase B over 100 min. Mass spectra were acquired in a data-dependent mode, utilizing a single MS survey scan (m/z 350–1650) with a resolution of 60,000 in the Orbitrap, and MS/MS scans of the 15 most intense precursor ions with a resolution of 15,000. The dynamic exclusion time was set to 20 s, and the automatic gain control was set to 3 × 10^6^ and 1 × 10^5^ for MS and MS/MS scans, respectively.

MS and MS/MS raw data were analyzed using the MaxQuant software package with implemented Andromeda peptide search engine^69^. Data were searched against the human reference proteome downloaded from Uniprot (77,027 proteins, taxonomy 9606, last modified January 29, 2021) using label-free quantification, and the match between runs option was enabled. Filtering and statistical analysis was carried out using Perseus software^70^. Only proteins which were identified with LFQ intensity values in all three replicates (within at least one of the 3 experimental groups) were used for downstream analysis. Missing values were replaced from normal distribution (imputation), using the default settings (width 0.3, down shift 1.8). Mean log2-fold differences between Flag-C9ORF78 IP (wt or R41A) against control IP were calculated in Perseus, using Student’s t-tests with permutation-based FDR of 0.05.

### siRNA KD and rescue

For siRNA KD of C9ORF78, 2.25 × 10^5^ HEK293T cells per well were seeded on 6-well-plates in 1.5 ml/well DMEM supplemented with 10% (v/v) fetal bovine serum (without antibiotics) one day prior to transfection. For each KD three technical replicates were prepared. 

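The 2 siRNAs against C9ORF78 target the C9orf78 coding sequence near its opposite ends. The target of siRNA1, GCAACTGATGACTATCATT, lies in exon 9 of 9, at 129828196 to 129828214 on the minus strand of chromosome 9. The target of siRNA2, CCAGAGAGGTACAGAACTT, lies in exon 2 of 9, at 129834731 to 129834749. Each 19-nt target matches 2 annotated C9orf78 transcripts in full and no transcript of another gene. The guide strands read AAUGAUAGUCAUCAGUUGC and AAGUUCUGUACCUCUCUGG. The legend of Fig. 5a assigns siRNA1 to the first KD experiment and siRNA2 to the second.

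**Figure D4:**
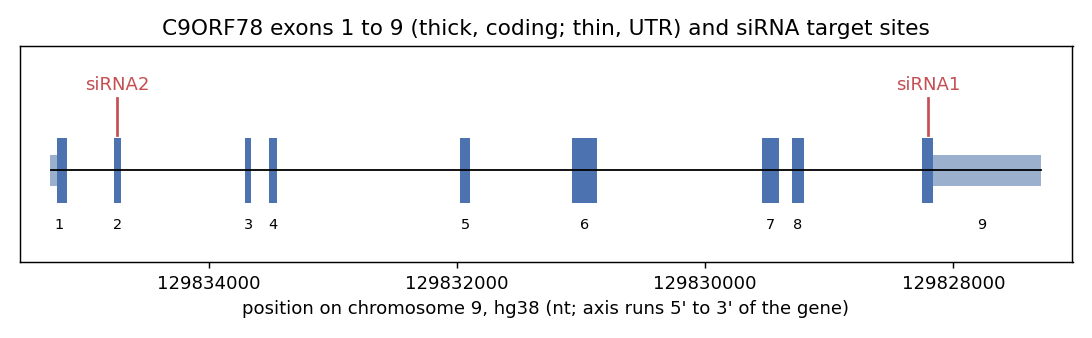
Exons 1 to 9 of C9orf78 with the target sites of siRNA1 and siRNA2, drawn from 5′ to 3′. Thick boxes are coding sequence and thin boxes are untranslated regions.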

Transfection was carried out as described above, using 10 µl of 20 µM siRNA instead of plasmid (1:1 mix of siRNA1 5′-GCA ACU GAU GAC UAU CAU UTT-3′ and siRNA2 5′-CCA GAG AGG UAC AGA ACU UTT-3′; Eurofins Genomics). Cells were harvested in cold PBS 72 h post transfection, pelleted and resuspended in 1 ml RNA Tri-flüssig (Bio&Sell) for RNA extraction. RNA was extracted following the manufacturer’s instructions. RNA pellets were dissolved in 88 µl water and subsequently digested with DNase I for 20 min at 37 °C, followed by RNA extraction with ROTI-Aqua-P/C/I (Carl Roth). RNA concentrations were quantified on a Nanodrop spectrophotometer and adjusted to 0.5 µg/µl. For rescue experiments, cells were transfected with either empty pcDNA3.1 (+) or siRNA-resistant C9ORF78 (wt or R41A) genes in pcDNA3.1(+) vectors (ThermoFisher) 2 h prior to transfection with siRNAs, and harvested after 72 h.

### RT-PCR, quantitative PCR and radioactive PCR

For reverse transcription-PCR (RT-PCR), 1 µg RNA was used with 1 ng gene-specific reverse primer (combining up to 3 gene specific primers in one RT reaction; Supplementary Table 2). The reaction was carried out using M-MuLV reverse transcriptase (Enzymatics) according to the manufacturer’s protocol.

Quantitative PCR (qPCR) was performed in 96 well format using the PowerUp SYBR Green Master Mix (Thermo Fisher) on a Stratagene Mx3000P instruments. qPCR reactions were performed in duplicates. Mean values were used to normalize expression to mRNA of GAPDH(ΔCT). Values shown are means ± standard deviation, p-values were calculated using Student’s unpaired t-test (Microsoft Office, Excel). Significance is indicated by asterisks (*p < 0.05; **p < 0.01; ***p < 0.001).

Low-cycle PCR with a [^32^P]-labeled forward primer (Supplementary Table 2) was performed using Q5 High Fidelity DNA Polymerase (NEB). Products were separated by denaturing 5% PAGE and quantified using a Phosphoimager and ImageQuantTL software. Quantifications are given as mean values of several technical and biological replicates, error bars represent standard deviation, *p*-values were calculated using Student’s unpaired t-test (Microsoft Office, Excel). Significance is indicated by asterisks (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001).

### RNA sequencing and data analysis of siRNA KD

RNA sequencing was performed in technical triplicates using DNase I-digested RNA samples for library preparation. Libraries were prepared using the mRNA enrichment method at BGI Genomics and sequenced using DNBSeq PE150 sequencing. This yielded ~35 million paired-end 150 nt reads for C9ORF78 and control samples. Reads were aligned to the human hg38 genome, using STAR, yielding ~ 95% uniquely aligned reads. Alternative splicing changes were calculated using rMATS. To obtain only high confidence targets, only targets with a ΔPSI > 0.15 and a *p*-value < 0.01 were considered alternatively spliced. Additionally, to filter out splicing events in weakly expressed genes or gene regions with low expression, events with <100 combined junction reads in all samples were excluded. RNA sequencing after KD/rescue were analyzed identically. To find consistently changed exons in the two independent si control and si C9ORF78 triplicate samples, we changed the filters to ΔPSI > 0.1 and *p*-value < 0.05.

To analyze the splice site strength of altered exons, the respective coordinates were extracted from the rMATS output table in bed format (-20 to +3 for 3′-ss; -3 to +6 for 5′-ss). Bedtools getfasta was then used to extract splice site sequences. Sequences were input to MaxEntScan^71^, using the Maximum Entropy Model to score. As a control, all rMATS-quantified exons were treated identically.

### FLASH

FLASH was carried out essentially as described before^52^. Briefly, Flp-In™ T-REx™ 293 cells expressing either 3xFlag-BIO tagged C9ORF78 or 3xFlag-BIO tagged GFP were induced with 0.1 µg/mL doxycycline for ~16 h, and UV-crosslinked with 0.2 mJ/cm^2^ UV-C light. Target proteins were purified using MyONE C1 streptavidin beads (ThermoFisher Scienific). After a partial RNase digestion using RNase I and end-repair with T4 PNK, uniquely barcoded s-oligos were ligated to each sample (two biological replicates). After several stringent washes (up to 1% (w/v) SDS), biological replicates were merged, bead-bound RNA was released with proteinase K and purified with Oligo Clean and concentrator columns (Zymo Research). RNA was then reverse-transcribed and treated with RNase H to phosphorylate 5′-ends of cDNA. The cDNA was circularized with CircLigaseII (Lucigen), amplified with Q5 polymerase and sequenced on an Illumina platform (100 bp, PE sequencing).

The resulting fastq files were first merged with bbmerge, replicates were then split using flexbar and mapped to hg38 assembly of the human genome using bowtie2 and bbmap, after which umi-tools was used to remove PCR duplicates. Enrichment plots were generated using the snakePipes noncoding-RNA-seq workflow, which uses TEtools to calculate specific enrichment of non-coding RNAs against a background dataset (GFP in this case). Cumulative coverage plots were generated with computeMatrix scale-regions and plotHeatmap from the deepTools2 package, using alternatively spliced exons and 3′-ss detected with rMATS.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. CryoEM maps have been deposited in the Electron Microscopy Data Bank (https://www.ebi.ac.uk/pdbe/emdb) under accession codes EMD-13046 for BRR2^HR^-PRPF8^Jab1^-C9ORF78, and EMD-13045 for BRR2^HR^-FBP21^[200-376]^. Structure coordinates have been deposited in the RCSB Protein Data Bank (https://www.rcsb.org) with accession codes 7OS2 for BRR2^HR^-PRPF8^Jab1^-C9ORF78 (Ref. ^72^) and 7OS1 for BRR2^HR^-FBP21^[200-376]^ (Ref. ^73^). RNA sequencing data from siRNA KD and rescue experiments have been deposited in Gene Expression Omnibus (GEO) under accession codes GSE176517 and GSE189362. FLASH data have been deposited in GEO under accession code GSE176464. The mass spectrometry proteomics data have been deposited in the ProteomeXchange Consortium via the PRIDE^74^ partner repository (https://www.ebi.ac.uk/pride/) under dataset identifier PXD031482. The reference proteome for the analysis of the mass spectrometry proteomics data was obtained from Uniprot (https://www.uniprot.org/proteomes/UP000005640). All other data are contained in the manuscript or the Supplementary Information. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A multi-factor trafficking site on the spliceosome remodeling enzyme BRR2 recruits C9ORF78 to regulate alternative splicing
**Source:** Nat Commun. 2022 Mar 3;13:1132. doi: 10.1038/s41467-022-28754-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **RNA-seq data.** RNA-seq results upon C9ORF78 KD

File Name: Supplementary Data 2

Description: **MS-based proteomics results.** Proteins enriched in Flag-C9ORF78^{wt} IP or Flag-C9ORF78^{R41A} IP

How the deposited data were processed for this re-analysis (not part of the article)

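The data are RNA-seq of HEK293T cells from the paper's second KD and rescue experiment, with 4 groups of 3 libraries: si control, si C9ORF78, rescue wt and rescue R41A. Cells received plasmid 2 h before siRNA and were harvested 72 h after siRNA. The first KD experiment has no files in this series. Its splicing tables, which the paper gives as Supplementary Data 1, were used only to list host genes and to place the events in PTBP2, SMARCA4 and C1orf131. The source data of Fig. 5b were used only to give the paper's own PSI values.

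The authors deposited 1 file per library with an estimated count and a TPM for each of 58395 genes. The deposited count of a gene is an estimated count of the reads assigned to it: 45.6% of the counts above 0 are not whole numbers. The deposited TPM of a gene is given in steps of 0.1 TPM. The paper states STAR and hg38 for alignment and rMATS for splicing, and the tool and gene models behind the values per gene are not given in the sources used here. Of the 58395 gene labels, 41885 matched a gene name of GENCODE release 44 and 57754 could be given coordinates. Total estimated counts ran from 19269823 to 20997751 per library. The depth the paper states is that of sequenced reads, and all values here rest on counts assigned to genes.

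Counts were rounded and genes with at least 1 TPM in at least 3 of 12 libraries were kept, 16413 in all. edgeR 4.0.16 scaled the libraries by the trimmed mean of M values, fitted all 12 libraries together and tested each comparison by quasi-likelihood F-tests with adjustment by Benjamini and Hochberg. A gene is called at an adjusted p below 0.05. This replaced the test written down first, limma 3.58.1 on log2(TPM + 0.5), which is kept as an alternative; the replacement was made after the data were seen. SEs and 95% confidence intervals are those of the fit. Exact permutation p-values were computed on TPM. Other tools were R 4.3.3, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

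The test was run on simulated data with the depth of these libraries and 1 spread per gene shared by all 4 groups. The greater spread of si C9ORF78 and the GC trend of single libraries are not in them. The shares of false calls therefore cover neither. With 16413 simulated genes, changes of 1.5-fold, 2-fold and 4-fold were found for 36%, 74% and 96% of genes on KD, with 8.3% of calls false. For rescue wt against si C9ORF78 the shares were 49%, 84% and 94% with 6.1% false, and for rescue R41A against si C9ORF78 28%, 76% and 94% with 6.6% false. For rescue R41A against rescue wt they were 44%, 70% and 88% with 3.9% false.

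Gene lists were written from general knowledge before the files were opened: 23 lists, of which 20 had at least 5 genes tested. They were the spliceosomal proteins the paper names, core snRNP proteins, SR proteins and hnRNPs, neuronal genes regulated by PTBP1 and PTBP2, nonsense-mediated decay factors, transcripts raised when this decay is blocked, cytosolic ribosomal proteins, nuclear-encoded oxidative phosphorylation, mitochondrially encoded proteins, extracellular matrix and adhesion, amino acid response and unfolded protein response, cholesterol synthesis, immediate early genes, hypoxia and glycolysis, heat shock response, interferon-stimulated genes, p53 targets, cell division, replication-dependent histones, and shelterin and telomerase. Markers of fibroblasts, of blood cells and of keratinocyte or cervical carcinoma lines had too few genes tested. Host genes formed 4 more lists: exons skipped (196 events in 177 genes) or included on KD (194 events in 173 genes), and upstream 3′-ss skipped (89 events in 86 genes) or used more on KD (16 events in 16 genes). The 7 genes on both exon lists were left out of both. Lists were tested with camera of limma at a preset correlation of 0.01 between genes, adjusted over the lists of a comparison.

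Named genes follow a rule set in advance. For each comparison it takes called genes with a group mean of at least 5 TPM in the higher group and no overlap between libraries, the 10 largest increases and the 10 largest decreases. It adds the genes the paper names, and up to 4 genes with the smallest p of each list described, or per direction for hosts. Clone-based names were skipped. Sex-linked marker genes were kept out of per-library values.

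The alternatives set in advance were pseudocounts of 0.1 and 1 TPM in limma, no filter, a filter at 5 TPM, median-ratio scaling, quantile normalization (of log2(TPM + 0.5), then limma), C9orf78 and mitochondrial genes out of the scaling, only the 2 groups compared, no trend in the prior variance, a replicate block, camera with an estimated correlation, fry, a 6-nt site, genes called on KD left out, a minimum change of 2-fold, and each library left out. limma on log2(TPM + 0.5), the test written down first, joined the alternatives when edgeR took its place. Chosen after seeing the data were edgeR itself, DESeq2, total-count scaling, and a fit with the length and GC trend removed (loess with a span of 0.4 on transcript length and GC content, then limma).

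Sites matching siRNA seeds were sought in 3′ UTRs of 12761 genes as 7-nt matches to positions 2 to 8 of each strand. The mean difference of genes with a site from genes without was ranked among all 16384 possible 7-nt sites. Return towards si control was measured as the slope of rescue minus si control on si C9ORF78 minus si control over the genes called on KD. It was compared with 5 simulations each of full return and of no return. List genes were compared with 20 genes each matched on transcript length and GC content, with 2000 bootstrap draws. Splicing was not analysed, since the files hold values per gene, and no library was left out of the results given first.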

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

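The tests of si C9ORF78 replicate 3, of the GC and length trend, of the shared si control libraries and of the trend in the rescues were chosen only after the result was seen, as were DESeq2, total-count scaling and edgeR, which gives the values stated first in place of the test planned, limma on log2(TPM + 0.5). The chance splits and the length-matched comparison were written before the data were examined.

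KD changed 3752 genes at an adjusted p below 0.05 from edgeR, 2066 higher and 1686 lower. Rescue wt against si C9ORF78 changed 4206, 2060 higher and 2146 lower, and rescue R41A 1522, 714 higher and 808 lower. Changes of at least 2-fold were fewer: 243 higher and 61 lower on KD, 98 and 70 in rescue wt, 47 and 40 in rescue R41A. At an unadjusted p < 0.05 edgeR gave 6306, 6901 and 5440 genes, and the libraries of the 2 groups did not overlap for 39.2%, 43.1% and 32.9% of genes, against 10% by chance. In its main text the paper reports splicing from this RNA-seq and, per gene, only the level of C9ORF78 itself. The share higher was 55.1%, 49.0% and 46.9%. It was 58.6%, 17.4% and 24.4% with total-count scaling and 59.1%, 6.84% and 55.6% by limma on log2(TPM + 0.5). limma on log2(TPM + 0.5) called far fewer genes: 450 higher and 312 lower on KD, 173 and 2356 in rescue wt, and 10 and 8 in rescue R41A. With only the 2 groups compared, so that no other group enters the spread, edgeR called 422 and 302, 4 and 3, and 2 and 0. By limma the median of all genes lay at −0.17 for rescue wt against si control and 0.16 for rescue R41A against rescue wt.

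Between rescue R41A and rescue wt edgeR called 0 genes, with 1238 at an unadjusted p < 0.05 and a smallest adjusted p of 0.063. DESeq2 called 2 higher and 105 lower, limma on log2(TPM + 0.5) 0, and edgeR with only these 2 groups 47 higher and 447 lower. Against si control, edgeR called 1582 higher and 1203 lower in rescue wt, and 1293 higher and 991 lower in rescue R41A. At an unadjusted p < 0.05 edgeR gave 5097 and 4653 genes there. The share higher in rescue wt, 56.8%, was 29.0% with total-count scaling, 13.1% by limma on log2(TPM + 0.5) and 46.7% with quantile normalization.

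Splitting the 6 libraries of a comparison in all 10 ways gave the real grouping rank 1 for KD (3752 genes, highest other 0), rank 1 for rescue wt (4206, highest other 0) and rank 1 for rescue R41A (1522, highest other 0). For rescue R41A against rescue wt all 10 splits did as well, with 0 genes each. The 10 splits are too few for a share under 0.05.

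The counts move with single libraries. KD gave 1005, 1084 and 1236 genes higher and 826, 881 and 941 lower without si control replicate 1, 2 or 3. Rescue wt gave 666, 705 and 882 higher and 624, 633 and 586 lower without rescue wt replicate 1, 2 or 3, and 3501 lower without si C9ORF78 replicate 2. Rescue R41A gave 16, 30 and 78 higher and 3, 17 and 55 lower without rescue R41A replicate 1, 2 or 3. It gave 270, 250 and 256 higher and 281, 269 and 276 lower without si control replicate 1, 2 or 3. Without rescue wt replicate 1, 2 or 3 it gave 258, 265 and 370 higher and 286, 282 and 377 lower. Without si C9ORF78 replicate 2 rescue R41A gave 1925 higher and 2620 lower, and without replicate 1 1539 lower. Rescue R41A against rescue wt gave 63 higher and 604 lower without si C9ORF78 replicate 3, and lower counts of 4, 2, 2 and 1 without si C9ORF78 replicate 2, si control replicates 2 and 3, and rescue wt replicate 3.

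Against si control the same holds. Rescue wt gave 910, 823 and 766 higher without si control replicate 1, 2 or 3, 789 and 736 without rescue wt replicate 1 or 2, and 3200 without si C9ORF78 replicate 3. Its lower genes numbered 637 and 669 without si control replicate 2 or 3, 591 and 569 without rescue wt replicate 1 or 2, and 2739 without si C9ORF78 replicate 3. Rescue R41A gave 771, 772 and 817 higher and 586, 525 and 517 lower without si control replicate 1, 2 or 3. It gave 802 and 760 higher without rescue R41A replicate 2 or 3, and 624, 506 and 543 lower without replicate 1, 2 or 3. Without si C9ORF78 replicate 3 it gave 2839 higher and 2625 lower.

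Genes changed on KD returned only in part: over the 3752 genes the slope of the change left in the rescues on the KD change was 0.58 (wt) and 0.65 (R41A), and 54.9% and 45.4% of them lay closer to si control than to si C9ORF78. The si control libraries enter both differences, which could make such a slope by themselves, but the lower slope of 0.581 lies above the highest simulated for a full return, 0.136 for wt and 0.133 for R41A, and below the 0.851 to 0.889 simulated for no return. With the GC and length trend removed from all 12 libraries the slopes did not fall but were 0.801 and 0.86. The removal could hardly have lowered them, since the rescues held almost no GC trend against si control. It therefore does not test that trend as the source of what is kept. The 0.86 of R41A lies within the 0.851 to 0.882 simulated for no return, though that fit also changes the test and the genes called. Against si C9ORF78 the rank correlation of the change with GC content was −0.551 in rescue wt and −0.594 in rescue R41A. It was 0.0013 and 0.027 against si control, so the part of the trend in the return is open. Slopes were 0.713 and 0.778 without si C9ORF78 replicate 3 and 0.375 for wt without replicate 2. Of the called genes, 668 rose on KD and fell with wt and 664 did the reverse, and 237 and 311 with R41A. Both changes share the si C9ORF78 libraries, so the numbers for independent changes (270 and 212, 102 and 73.3) are no measure of chance here. Simulations with no return gave 0 of each, but they draw each gene on its own and hold no GC trend of single libraries. That result therefore cannot tell a return from such a trend. The covariance of KD and rescue changes was −0.112 and −0.097 against −0.040 and −0.041 simulated without group differences, and a slow return or an effect of C9ORF78 over-expression was not tested.

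On KD, GC-rich genes tended to be higher: the rank correlation of the change with GC content over 16275 genes was 0.54, with medians of −0.32 in the tenth of genes lowest in GC and 0.38 in the highest. The correlation per library was 0.691 in si C9ORF78 replicate 3, 0.357 and 0.147 in the other 2, and −0.554 to 0.0405 elsewhere. si C9ORF78 replicate 3 alone is not likely to account for it, since by the measure used for this test it was 0.566 with the library and 0.334 without. With the trend removed 58.8% of the KD calls remained (36.8% in rescue wt and 33.1% in rescue R41A), so the trend is not likely to be the whole of the KD difference. That fit also replaces edgeR by limma, so the calls lost cannot be put down to the trend. Without trend removal, limma on log2(TPM + 0.5) kept 19.7%, 44.1% and 1.12%. It scales the libraries in another way, so it does not tell what the change to limma alone costs. The 5% bound of that test was set after the value was seen, and 58.8% falls between the bounds first written, so by those the test was open.

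Ribosomal protein genes were lower in rescue R41A than in rescue wt, at a median log2 difference of −0.35 over 76 genes, and so were 73 nuclear-encoded oxidative phosphorylation genes, at −0.28 (adjusted p = 2.3e-57 and 1.9e-35 from camera, 0.065 and 0.084 with an estimated correlation). By edgeR 0 of either list passed over all genes, with 60 and 46 lower at an unadjusted p < 0.05 and 58 and 29 when adjusted over the list alone. RPL30 (−0.69, SE 0.0955), RPS17 (−0.66, SE 0.113), NDUFA7 (−0.90, SE 0.152) and NDUFA6 (−0.55, SE 0.101) had the smallest p-values. These transcripts are short (median 785 nt against 2707 nt of all genes) and length could add to the difference, yet they lay −0.143 below genes matched on transcript length and GC content (95% interval −0.178 to −0.118), or −0.179 (−0.246 to −0.143) for ribosomal proteins and −0.0928 (−0.139 to −0.0466) for oxidative phosphorylation. That is a share of 0.44 of the difference, 0.51 and 0.33 by list, of which the pooled share meets neither of the bounds written for it. Length and GC content may account for part. The intervals treat genes as independent and leave out the spread between libraries, so they cannot exclude the whole. Against si control, rescue wt was the group that differed. There 41 of the 76 and 49 of the 73 genes were higher at an unadjusted p < 0.05 from edgeR, and 0 lower. In rescue R41A 0 and 5 were higher and 5 and 1 lower. The rank correlation with length was −0.324, −0.234 and −0.00134 in rescue wt replicates 1, 2 and 3.

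Of 27 extracellular matrix and adhesion genes 16 were higher on KD and 0 lower (17 and 0 over the list alone; adjusted p = 8.3e-10 from camera, 0.24 with an estimated correlation), with COL4A2 at 1.03 (SE 0.119), COL6A1 at 1.18 (SE 0.145), COL4A1 at 0.88 (SE 0.109) and LAMA1 at 0.78 (SE 0.128), and a median GC content of 54.6% against 48.6% of all genes. Of 36 amino acid and unfolded protein response genes 15 were higher and 1 lower (19 and 1 over the list alone; adjusted p = 1.9e-04 from camera, 0.19 with an estimated correlation), with MANF at 0.63 (SE 0.0756), ATF3 at 0.65 (SE 0.0828), TRIB3 at 0.57 (SE 0.0944) and SESN2 at 0.68 (SE 0.128). Of 29 cholesterol synthesis genes 13 were higher and 1 lower (13 and 1 over the list alone; adjusted p = 0.0016 from camera, 0.19 with an estimated correlation), with INSIG1 at 1.17 (SE 0.106), FADS2 at 1.11 (SE 0.129), DHCR24 at 0.70 (SE 0.0943) and SCD at 0.64 (SE 0.0924), and a median relative to all genes of 0.074 that was 0.20 without si C9ORF78 replicate 3. Of 28 immediate early genes 10 were higher and 0 lower (11 and 0 over the list alone; adjusted p = 1.9e-04 from camera, 0.58 with an estimated correlation), with IER2 at 0.80 (SE 0.112), FOSL1 at 1.65 (SE 0.247) and DUSP5 at 0.92 (SE 0.164), a median GC content of 54.1%, and a median relative to all genes of 0.49 that was 0.12 without si C9ORF78 replicate 3. Of 26 p53 targets 9 were higher and 1 lower in rescue R41A than in si C9ORF78 (13 and 1 over the list alone; adjusted p = 1.7e-07 from camera, 0.14 with an estimated correlation), with CDKN1A at 0.85 (SE 0.0846), TP53INP1 at 1.10 (SE 0.140), PLK2 at 0.85 (SE 0.111) and RRM2B at 0.82 (SE 0.159), while in rescue wt 7 were higher and 1 lower (7 and 1 over the list alone; adjusted p = 0.023 from camera, 0.54 with an estimated correlation), and between the rescues 0 were called (0 and 0 over the list alone; adjusted p = 1.3e-05 from camera, higher in R41A, 0.14 with an estimated correlation).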

How the results depend on the processing

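Some settings were chosen only after the result was seen: DESeq2, total-count scaling, the removal of the length and GC trend, and edgeR itself, which gives the values stated first in place of the test planned, limma on log2(TPM + 0.5). In this part a list's value is its median log2 fold change relative to the median of all genes, and its direction is that of camera. The settings chosen in advance gave 1471 values over 15 settings: 1186 kept their call, 190 lost it, 20 gained one, 64 counts moved by more than 1.5-fold and 11 turned direction. With 1 library left out, 12 settings gave 1632 values: 1352 kept, 195 lost, 15 gained, 66 moved and 4 turned. DESeq2, total-count scaling, trend removal and limma on log2(TPM + 0.5), added when edgeR took its place, gave 493 values: 378 kept, 69 lost, 3 gained, 27 moved and 16 turned. The cause was not tested except where the text says so.

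With limma on log2(TPM + 0.1), log2(TPM + 0.5) and log2(TPM + 1), KD gave 445, 450 and 451 genes higher and 290, 312 and 327 lower, and C1orf131 on KD (−0.46, −0.45 and −0.45) lost its call. Rescue wt against si C9ORF78 gave 172, 173 and 183 genes higher, and rescue R41A 8, 10 and 12 higher and 6, 8 and 8 lower. SMARCA4 in rescue R41A (−0.53, −0.53 and −0.52) lost its call. Against si control rescue wt gave 301, 297 and 289 higher and 1948, 1962 and 1968 lower, and rescue R41A 342, 340 and 375 higher and 326, 338 and 372 lower. For rescue R41A against rescue wt, log2(TPM + 1) gave 1 gene lower and all 3 gave 6 lists changed (first 10). PTBP2 turned there from −0.12 to 0.089, 0.088 and 0.088, and cell division from −0.086 (−0.068, −0.058 and −0.048, where camera turns). Hosts of included exons on KD, 0.047 at first, turned by camera (0.020, 0.016 and 0.012), as did hosts of skipped exons in rescue wt, 0.0034 at first (0.039, 0.034 and 0.029). With log2(TPM + 1), hosts of skipped exons (0.035) and of skipped upstream 3′-ss (0.048) passed between rescue R41A and rescue wt.

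With only the 2 groups compared, KD gave 422 genes higher and 302 lower, rescue wt against si C9ORF78 4 and 3, and rescue R41A 2 and 0. Rescue R41A against rescue wt gave 47 and 447, and against si control rescue wt gave 3051 and 3252 and rescue R41A 2644 and 2402. C1orf131 on KD (−0.35), SMARCA4 in rescue wt (−0.58) and SMARCA4 in rescue R41A (−0.58) lost their calls. C9orf78 between the rescues (−0.35) and hosts of skipped exons between the rescues (0.035) gained one.

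With quantile normalization, KD gave 1001 genes higher and 1041 lower, rescue wt 1095 and 1199, and rescue R41A 55 and 46 against si C9ORF78. Against si control, rescue wt gave 832 higher and rescue R41A 718 higher and 632 lower. C1orf131 on KD (−0.38) and SMARCA4 in rescue R41A (−0.55) lost their calls, and 1 list changed in rescue R41A (first 3). Between the rescues, SR proteins and hnRNPs turned from −0.080 to 0.021 and cell division to 0.0083.

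Total-count scaling gave 646 genes higher in rescue wt and 233 in rescue R41A against si C9ORF78, and 805 higher and 1975 lower in rescue wt against si control. C1orf131 on KD (−0.38) lost its call, hosts of skipped exons turned in rescue wt (0.00022) and gained a call between the rescues (0.034). DESeq2 gave 1380 genes higher and 1673 lower in rescue R41A against si C9ORF78, and 2 and 105 between the rescues.

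With the length and GC trend removed, rescue wt against si C9ORF78 gave 995 genes higher and 1175 lower, rescue R41A 322 and 386, and the rescues differed in 1 and 4. Against si control rescue wt gave 2388 lower and rescue R41A 2133 higher and 2180 lower. On KD, C1orf131 (−0.18) and hosts of skipped exons (−0.13 at first, −0.020) lost their calls. Hosts of included exons turned from 0.047 to −0.065, and hosts of upstream 3′-ss used more from 0.059 to −0.094. In rescue wt, SMARCA4 (−0.15) lost its call and PTBP2 (0.18 to −0.19), C1orf131 (0.27 to −0.029), SR proteins and hnRNPs (0.20 to −0.023), extracellular matrix and adhesion (−0.25 to 0.022) and hosts of skipped exons (0.0034 to −0.044) turned. In rescue R41A, SMARCA4 (−0.25) lost its call and PTBP2 (0.061 to −0.25), C1orf131 (0.078 to −0.099) and hosts of skipped exons (0.059 to −0.038) turned. Hosts of skipped upstream 3′-ss turned between the rescues, from 0.034 to −0.010.

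Without a filter, rescue R41A against si C9ORF78 gave 1902 genes lower and 7 lists changed, and rescue R41A against rescue wt 13 higher and 64 lower. Hosts of skipped exons turned in rescue wt (−0.027) and passed between the rescues (0.056), and hosts of skipped upstream 3′-ss passed in rescue wt (−0.082 to −0.11). Hosts of skipped exons between the rescues, 0.035 at first, also passed with the stricter filter (0.036), median-ratio scaling (0.036) and C9orf78 and mitochondrial genes out of the scaling (0.035).

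At a minimum of 2-fold, KD gave 243 genes higher and 61 lower, rescue wt 98 and 70 and rescue R41A 47 and 40 against si C9ORF78, and 261 and 107 and 262 and 107 against si control. Camera with an estimated correlation gave 0 lists changed on KD, in rescue wt, in rescue R41A and between the rescues (first 11, 7, 3 and 10), and hosts of skipped exons on KD (−0.13) lost their call. fry gave 6 lists in rescue R41A and 6 between the rescues. The siRNA1 guide site, −0.064 at first, was weaker as a 6-nt site (−0.026) and with genes called on KD left out (−0.013), where the siRNA2 passenger site (−0.020 to −0.023) entered the lowest 1%. The siRNA2 guide site went from −0.055 to −0.026 with these genes left out, at a percent rank of 0.984. Leaving out called genes takes away by their change those a seed would lower, so it is no test of a seed effect.

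A replicate block was tried in case equal replicate numbers were handled together. Replicate numbers did not pair: 18 correlations between libraries of equal number ran from −0.12 to 0.20. The replicate block gave 2017 genes higher and 1701 lower on KD, 2195 and 2081 in rescue wt, 646 and 755 in rescue R41A and 3 lower between the rescues.

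Leaving out 1 library at a time gave these ranges. On KD, 1005 to 3064 genes higher and 826 to 2300 lower, and C1orf131 from −0.46 to −0.26. In rescue wt against si C9ORF78, 666 to 2767 higher and 586 to 3501 lower, SMARCA4 from −0.69 to −0.40, C1orf131 from 0.19 to 0.36 and hosts of skipped exons from −0.0051 to 0.048. In rescue R41A against si C9ORF78, 16 to 1925 higher and 3 to 2620 lower, 2 to 8 lists changed, SMARCA4 from −0.69 to −0.42, PTBP2 from −0.011 to 0.13 and C1orf131 from −0.0087 to 0.19. Between the rescues, 0 to 63 higher and 0 to 604 lower, C9orf78 from −0.45 to −0.29 and hosts of skipped exons from 0.022 to 0.064. Against si control, rescue wt gave 736 to 3200 higher and 569 to 2739 lower, and rescue R41A 760 to 2839 higher and 506 to 2625 lower. The slope that measures the share of the KD change kept in rescue wt ran from 0.38 without si C9ORF78 replicate 2 to 0.71 without si C9ORF78 replicate 3.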

Other observations

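The comparison of genes lower in all 3 siRNA groups with matched genes was chosen only after the result was seen, as was edgeR, which took the place of limma on log2(TPM + 0.5); the rule for naming genes, the lists and the ranking of sites were set in advance.

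Among genes with at least 5 TPM in the higher group and no overlap between libraries, the largest KD increases were those of the transcription factor FOXP4 (log2 fold change 1.78, SE 0.283), the growth factor TGFB1 (1.66, SE 0.230), the AP-1 gene FOSL1 (1.65), MAFB (1.60, SE 0.210), GDF1 (1.57, SE 0.275), HBA1 (1.50, SE 0.319; 0.96 without si C9ORF78 replicate 3) and NPY (1.49, SE 0.366). They were followed by the tropomyosin gene TPM4 (1.49, SE 0.132), the channel gene PANX2 (1.48, SE 0.238) and the actin bundling gene FSCN1 (1.43, SE 0.149). TPM4 went from 37.5 ± 1.90 to 95.4 ± 6.95 TPM (mean ± SD, n = 3 each) and stood at 1.40 and 1.42 above si control in rescue wt and rescue R41A. The largest decreases besides C9orf78 were LY6G6D (−2.73, SE 0.484), the methyltransferase gene BMT2 (−1.56, SE 0.114), SNORA73B (−1.39, SE 0.470), IQCH (−1.39, SE 0.147), C6orf52 (−1.23, SE 0.304), NEK10 (−1.23, SE 0.228), the kinase gene UHMK1 (−1.21, SE 0.134), SCML2 (−1.16, SE 0.128) and CDKL3 (−1.16, SE 0.286). SNORA73B lost its call in 11 of the 12 fits with 1 library left out, C6orf52 without si control replicate 1 and CDKL3 without si control replicate 2. Against si control the rescues wt and R41A still gave −1.36 and −1.29 for IQCH, −1.10 and −0.95 for SCML2, −1.09 and −1.04 for BMT2 and −0.73 and −0.70 for UHMK1.

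Besides C9orf78, and under the same limits, rescue wt against si C9ORF78 had its largest increases in processed pseudogenes such as RPL26P19 (1.93, SE 0.317), FAUP1 (1.86, SE 0.283), HSPE1P2 (1.65, SE 0.264) and RPS11P5 (1.62, SE 0.224), whose reads cannot be told surely from those of their parent genes. RFPL4A, whose mean stayed under 5 TPM in rescue wt, rose by more (2.29). HSPA1A, which has a near-identical paralog (−1.74, SE 0.418), the histone gene H4C14 (−1.71, SE 0.151), DHRS2 (−1.68, SE 0.252) and RENBP (−1.25, SE 0.183) fell; HSPA1A lost its call without rescue wt replicate 1 or 2 and was −1.09 without si C9ORF78 replicate 3. In rescue R41A, RFPL4A (2.23, SE 0.274), IGFBP7 (1.14, SE 0.244), the semaphorin gene SEMA3C (0.97, SE 0.116), the p53-induced RNA PURPL (0.96, SE 0.167) and ETV1 (0.90, SE 0.166) rose. DHRS2 (−1.59, SE 0.249), H4C14 (−1.48, SE 0.149) and RENBP (−1.22, SE 0.180) fell. IGFBP7, PURPL, ETV1, DHRS2 and RENBP lost their calls without rescue R41A replicate 1 (adjusted p = 0.14, 0.096, 0.11, 0.068 and 0.066 from edgeR), and all but RENBP also without replicate 2. MIR3648-1 (−3.58, SE 1.03) and HOXC-AS1 (−1.71, SE 0.495) passed the threshold too, but lost their calls in 10 of the 12 fits with 1 library left out and were −0.996 and −0.73 without si C9ORF78 replicate 3.

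Among 33 hypoxia and glycolysis genes 12 were higher on KD and 1 lower (13 and 1 over the list alone; adjusted p = 0.020 from camera, 0.66 with an estimated correlation), with PFKL at 0.97 (SE 0.112), PFKP at 0.52 (SE 0.115) and PDK1 at −0.56 (SE 0.145). The median of this list relative to all genes was 0.18, and 0.10 without si C9ORF78 replicate 3. Among 45 cell division genes 2 were higher and 14 lower (4 and 18 over the list alone; adjusted p = 0.0044 from camera, 0.35 with an estimated correlation). The mitotic kinase gene TTK (−0.71, SE 0.100), KIF23 (−0.63, SE 0.0937), HMMR (−0.73, SE 0.126) and DLGAP5 (−0.52, SE 0.0980) led them, and the list median relative to all genes was −0.21, and −0.13 without si C9ORF78 replicate 3. p53 targets had 1 of 26 higher and 7 lower on KD (3 and 7 over the list alone; adjusted p = 0.33 from camera), including ZMAT3 (−0.59, SE 0.105) and PPM1D (−0.38, SE 0.0766). Heat shock genes had 3 of 22 higher and 2 lower (3 and 2 over the list alone; adjusted p = 0.93 from camera), with HSPB1 at 1.08 (SE 0.188) and CHORDC1 at −0.63 (SE 0.132).

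Interferon-stimulated genes had 1 of 27 higher and 3 lower on KD (1 and 3 over the list alone; adjusted p = 0.035 from camera, 0.24 with an estimated correlation), among them SAMD9 (−0.98, SE 0.153), STAT1 (−0.45, SE 0.0914) and HLA-B (0.48, SE 0.0977); this call was lost without si control replicate 3 or si C9ORF78 replicate 1 or 3. In rescue wt 6 were higher and 0 lower than si C9ORF78 (6 and 0 over the list alone; adjusted p = 0.020 from camera, 0.31 with an estimated correlation), and in rescue R41A 6 and 0 (7 and 0 over the list alone; adjusted p = 0.0084 from camera, 0.14 with an estimated correlation). SAMD9 (1.16, SE 0.153, and 1.11, SE 0.153) and EPSTI1 (1.44, SE 0.266, and 1.34, SE 0.265) rose most clearly in both. Replication-dependent histones had 1 of 30 higher and 6 lower on KD (1 and 6 over the list alone; adjusted p = 0.021 from camera, 0.36 with an estimated correlation), a call lost without si C9ORF78 replicate 1. Against si control they had 2 higher and 11 lower in rescue wt (2 and 12 over the list alone; adjusted p = 1.8e-05 from camera, 0.24 with an estimated correlation) and 2 higher and 8 lower in rescue R41A (2 and 12 over the list alone; adjusted p = 7.5e-07 from camera, 0.14 with an estimated correlation). H4C14 stood at −2.21 (SE 0.153) and −1.98 (SE 0.150) there.

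Cytosolic ribosomal proteins had 0 of 76 higher on KD and 2 lower, RPL7 (−0.49, SE 0.0960) and RPL26 (−0.35, SE 0.0911; 0 and 1 over the list alone; adjusted p = 0.0042 from camera, 0.73 with an estimated correlation). Their median relative to all genes was −0.17, and −0.081 without si C9ORF78 replicate 3. In rescue wt 50 were higher than in si C9ORF78 and 0 lower (56 and 1 over the list alone; adjusted p = 3.8e-19 from camera, 0.42 with an estimated correlation), with RPL30 at 0.88 (SE 0.0960). Nuclear-encoded oxidative phosphorylation genes had 4 of 73 higher on KD and 1 lower (0 and 0 over the list alone; adjusted p = 0.84 from camera), and in rescue wt 45 higher and 4 lower (55 and 5 over the list alone; adjusted p = 8.2e-13 from camera, 0.42 with an estimated correlation), with UQCRH at 0.74 (SE 0.106). Both lists hold short transcripts (median 827 and 763 nt against 2707 nt of all genes), and short genes were higher in rescue wt in general: the shortest 10% of genes had a median of 0.18 against si C9ORF78, and the rank correlation with length was −0.324, −0.234 and −0.00134 in rescue wt replicates 1, 2 and 3. With the length and GC trend removed, the list medians relative to all genes in rescue wt went from 0.46 to 0.25 and from 0.40 to 0.21, and camera still called both. Mitochondrially encoded proteins had 0 of 13 past the edgeR threshold on KD, 4 higher at an unadjusted p < 0.05 (median log2 fold change 0.64; adjusted p = 0.079 from camera). Mitochondrial genes took 17.4% of counts in si C9ORF78 replicate 3 but 8.95% and 9.13% in the other 2, against 8.80% to 10.55% in si control, so the excess lies in that library. Shelterin and telomerase genes had 0 of 12 higher and 2 lower, TINF2 (−0.45, SE 0.111) and POT1 (−0.48, SE 0.131; 0 and 2 over the list alone; adjusted p = 0.67 from camera). Marker lists were too small to test: 2 of 10 fibroblast markers, 4 of 10 blood markers and 2 of 10 keratinocyte or cervical carcinoma markers were expressed.

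All 3 groups with C9ORF78 siRNA could share lowered genes through siRNA seeds, since genes with a 3′ UTR match to the guide strand of siRNA2 (CAGAACT) lay lower than others by −0.055 on average over the 3 groups, a percent rank of 0.104 among all 7-nt sites. The siRNA2 passenger site gave −0.020, a percent rank of 13.7, with 0.0024 on KD, −0.034 in rescue wt and −0.028 in rescue R41A against si control. Genes with it thus did not lie lower in all 3 groups, as the prediction for a passenger effect needed. Its percent rank in rescue wt was 0.250, however, and the KD value carries the GC trend, so a passenger effect of siRNA2 is open. The siRNA1 guide site (CTATCAT) gave −0.064, percent rank 0.299, and −0.026 as a 6-nt site, and its passenger site −0.033, a percent rank of 3.85, which leaves a passenger effect of siRNA1 open. The legend of Fig. 5a has siRNA2 alone in this experiment whereas the methods give a 1:1 mix, so values for siRNA1 bear on these cells only if the mix was used. Of 318 genes lower in all 3 groups with a 3′ UTR, 40.9% carry a guide site of either siRNA, against 25.7% of genes matched on 3′ UTR length and GC content and 20.6% of the others. Some of the lowest sites of all, such as GGGATTA and TTACAGG, match Alu repeats, so rank alone may not separate seeds from repeats. The site at rank 8, AGAACTA (−0.067), instead contains AGAACT, the 6-nt site of the siRNA2 guide strand.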
